# *Cx3cr1-*deficient microglia exhibit a premature aging transcriptome

**DOI:** 10.26508/lsa.201900453

**Published:** 2019-11-27

**Authors:** Stefka Gyoneva, Raghavendra Hosur, David Gosselin, Baohong Zhang, Zhengyu Ouyang, Anne C Cotleur, Michael Peterson, Norm Allaire, Ravi Challa, Patrick Cullen, Chris Roberts, Kelly Miao, Taylor L Reynolds, Christopher K Glass, Linda Burkly, Richard M Ransohoff

## Abstract

CX3CR1, one of the highest expressed genes in microglia in mice and humans, is implicated in numerous microglial functions. However, the molecular mechanisms underlying *Cx3cr1* signaling are not well understood. Here, we analyzed transcriptomes of *Cx3cr1-*deficient microglia under varying conditions by RNA-sequencing (RNA-seq). In 2-mo-old mice, *Cx3cr1* deletion resulted in the down-regulation of a subset of immune-related genes, without substantial epigenetic changes in markers of active chromatin. Surprisingly, *Cx3cr1-*deficient microglia from young mice exhibited a transcriptome consistent with that of aged *Cx3cr1-*sufficient animals, suggesting a premature aging transcriptomic signature. Immunohistochemical analysis of microglia in young and aged mice revealed that loss of *Cx3cr1* modulates microglial morphology in a comparable fashion. Our results suggest that CX3CR1 may regulate microglial function in part by modulating the expression levels of a subset of inflammatory genes during chronological aging, making *Cx3cr1*-deficient mice useful for studying aged microglia.

## Abstract (precis)

Gyoneva et al use RNA-seq to show that *Cx3cr1*-deficient microglia in young mice display a gene expression profile similar to microglia in aged mice, suggesting premature microglial aging.

## Introduction

Microglia are the parenchymal tissue-resident macrophages of the central nervous system (CNS). They support brain development and adult CNS homeostasis, functions which are often dysregulated in acute or chronic neurological conditions (Xavier et al, 2014; Casano & Peri, 2015; Ransohoff, 2016; Hickman et al, 2018; Thion et al, 2018b). Deciphering how microglial phenotypes are regulated and dysregulated is highly relevant for understanding and treating neurodevelopmental and neurodegenerative conditions.

The factors that regulate the microglial transcriptome under homeostatic conditions are starting to emerge. Microglial identity is conferred by their yolk-sac origin and the brain environment (Bennett et al, 2018). The transcription factor Sall1 is essential for the expression of microglia signature genes, which differentiate microglia from other tissue macrophages and myeloid cells (Buttgereit et al, 2016). In multiple conditions, mouse microglia demonstrate a core conserved reactive-state transcriptome, which is extensively modified to yield disease-specific transcriptomes (Chiu et al, 2013; Keren-Shaul et al, 2017; Friedman et al, 2018). Thus, microglia establish and then alter their gene expression and function, based on contextual cues that modulate the activity of an enhancer landscape, primed through the action of lineage-determining transcription factors (Holtman et al, 2017).

The chemokine (C-X3-C) motif receptor 1 (*Cx3cr1*) is highly expressed in microglia. Genetic studies with deletion of one or both copies of *Cx3cr1*, or its monogamous ligand *Cx3cl1*, have shown pleiotropic roles for the receptor. Mice lacking *Cx3cr1* expression show altered brain development during embryogenesis, dysregulated neuronal firing in the first few weeks after birth, and abnormal results in tests designed to mimic sociopsychological behaviors (Paolicelli et al, 2011; Rogers et al, 2011; Zhan et al, 2014; Bolós et al, 2017). Moreover, deletion of *Cx3cr1* often affects outcomes in models of neurodegeneration, with both protective and detrimental effects reported. For example, loss of *Cx3cr1* is detrimental in the acute 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine (MPTP) model of Parkinson’s disease and in tauopathies such as frontotemporal dementia, but promotes amyloid clearance in models of amyloid β deposition (Cardona et al, 2006; Bhaskar et al, 2010; Lee et al, 2010; Liu et al, 2010). Both protective and detrimental effects have also been reported for *Cx3cr1* deletion in varied models of traumatic brain injury, including at different time points in the same model (Febinger et al, 2015; Erturk et al, 2016; Zanier et al, 2016). Finally, because of its high and consistent expression, *Cx3cr1* is also often used as a driver in reporter constructs, such as *Cx3cr1-eGFP* mice, or for Cre-mediated gene deletion (Jung et al, 2000; Goldmann et al, 2013; Parkhurst et al, 2013).

Despite the importance of CX3CR1 for microglial function in the dynamic contexts of development and disease, there is relatively little understanding of how CX3CR1 regulates microglial function at the molecular level. We performed a transcriptomic analysis of *Cx3cr1*-deficient mice under varying conditions (peripheral immune challenge, across a span of ages and in both genders) to define how transcriptional responses to diverse biological processes were affected by loss of *Cx3cr1*. Our results indicate that CX3CR1 signaling contributes to the regulation of microglial morphology and a subset of inflammatory genes. Importantly, loss of CX3CR1 signaling in young mice resulted in a microglial transcriptome reminiscent of aged mice.

## Results

### *Cx3cr1* deletion alters inflammatory gene expression in microglia from young adult mice

We performed RNA-sequencing (RNA-seq) on isolated brain microglia from young adult (2 mo) mice with variable *Cx3cr1* expression: *Cx3cr1*^*+/+*^ (WT), *Cx3cr1*^*+/eGFP*^ (Het), and *Cx3cr1*^*eGFP/eGFP*^ (KO). In WT mice, the microglial expression profile obtained here is consistent with the published microglial transcriptomes (Table S1) (Hickman et al, 2013; Butovsky et al, 2014; Zhang et al, 2014). To examine the effect of *Cx3cr1* deletion, we initially performed principal component analysis (PCA). The samples separated well by *Cx3cr1* genotype on the first principal component (Fig 1A), showing that *Cx3cr1* expression is a main driver of variability between the samples. In addition, there was a visible separation by gender overall and within each of the genotypes, which was driving the second component of the variability (Fig 1A).

Table S1 Comparison between highest expressed genes in current data set and selected published data sets.

**Figure 1.**
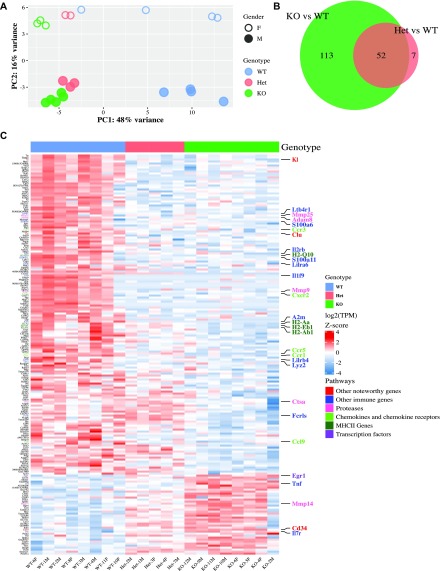
*Cx3cr1* loss alters the transcriptome of microglia from 2-mo-old mice. Microglia were isolated from 2-mo-old *Cx3cr1*^*+/+*^ (WT, n = 8), *Cx3cr1*^*+/eGFP*^ (Het, n = 5), or *Cx3cr1*^*eGFP/eGFP*^ (KO, n = 8) mice. The RNA isolated from microglia of each mouse was used to generate an individual RNA-seq data set. **(A)** The PCA indicates that the samples separate by genotype in the first principal component and gender in the second. Each dot represents microglia from an individual mouse. **(B)** Most of the genes differentially expressed between Het and WT microglia are also differentially expressed by KO and WT microglia. **(C)** Unsupervised cluster analysis of the top 200 DEGs in microglia from 2-mo-old WT (n = 8), Het (n = 5), or KO (n = 8) mice. Most DEGs are expressed at lower levels in Het and KO samples compared to WT samples. Selected genes and the pathways they are associated with (manual annotation) are represented in different colors.

We next identified differentially expressed genes (DEGs) by performing pairwise comparisons between the genotypes. Using the cutoffs described in the Methods, loss of *Cx3cr1* resulted in 165 DEGs. Of these, 100 genes showed lower expression in *Cx3cr1*-KO microglia, whereas 65 genes showed higher expression (Table S2). Similarly, when comparing *Cx3cr1*-Het to WT microglia, there were 55 genes with lower expression in Het animals and only four with higher expression (Table S3). Importantly, most of the genes differentially expressed between Het and WT microglia were also differentially expressed between KO and WT microglia (Fig 1B), indicating that *Cx3cr1*-Het microglia exhibit an intermediate transcriptional profile between WT and KO microglia (see also Fig 1A).

Table S2 Quantification results in 2-mo KO versus WT microglia.

Table S3 Quantification results in 2-mo Het versus WT microglia.

Unsupervised cluster analysis of the top 200 DEGs (by *P*-value) showed a striking resemblance between the transcriptomes of *Cx3cr1*-KO and -Het microglia (Fig 1C). Manual annotation of these DEGs revealed that many of them encoded MHC class II genes (e.g., *H2-Q10*, *H2-Aa*, *H2-Eb1*, and *H2-Ab1*), chemokine receptors and ligands (*Ccr3*, *Cxcr2*, *Ccr5*, *Ccr1*, and *Ccl9*), proteases (*Mmp25*, *Adam8*, *Mmp9*, and *Ctsa*), and other genes with immune function (*Fcrl1*, *S100a8*, *S100a6*, *S100a11*, *Lilra6*, *Lilrb1*, and *Fcrls*). Although fewer genes had higher expression in *Cx3cr1*-deficient microglia, some of these included genes with pleiotropic functions such as *Tnf*, the transcription factors *Egr1* and *Klf2*, and the chemokine-like receptor *Ccr1l1*. We confirmed the altered expression of selected genes by *Cx3cr1* genotype using quantitative reverse transcriptase PCR (qRT-PCR) of microglia sorted from a separate cohort of mice (Fig S1). Thus, homozygous or heterozygous loss of *Cx3cr1* signaling resulted in dysregulated expression of a subset of genes associated with immune function.

**Figure S1.**
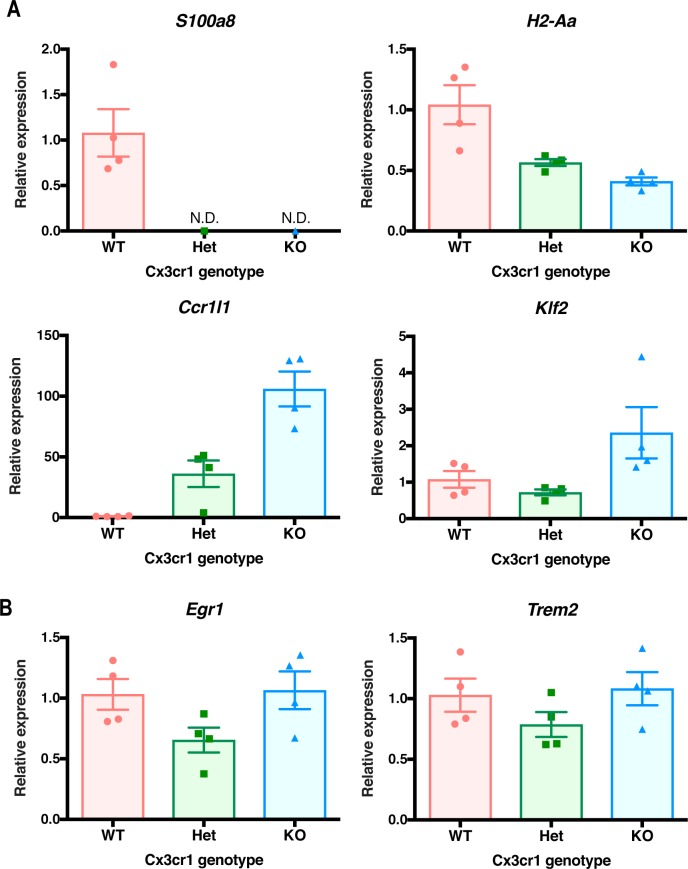
qRT-PCR analysis of the expression of selected DEGs identified by RNA-seq. Microglia were isolated from 2-mo-old *Cx3cr1*^*+/+*^ (WT, n = 4), *Cx3cr1*^*+/eGFP*^ (Het, n = 4), or *Cx3cr1*^*eGFP/eGFP*^ (KO, n = 4) mice. The RNA isolated from microglia of each mouse and used for qRT-PCR analysis. **(A)** Selected genes that show changes in expression after loss of *Cx3cr1* by RNA-seq and confirmed by qRT-PCR. **(B)** Examples of genes that are not modulated in microglia by *Cx3cr1* genotype. *Egr1* was identified as a DEG, but *Trem2* was not differentially expressed.

A distinctive transcriptome (termed “signature”) differentiates microglia from other myeloid cells (Butovsky et al, 2014). *Cx3cr1* deletion showed only a minor effect on the expression of most signature genes (Fig S2), and only a few microglia signature genes met the criteria for differential expression between *Cx3cr1*-KO and WT microglia.

**Figure S2.**
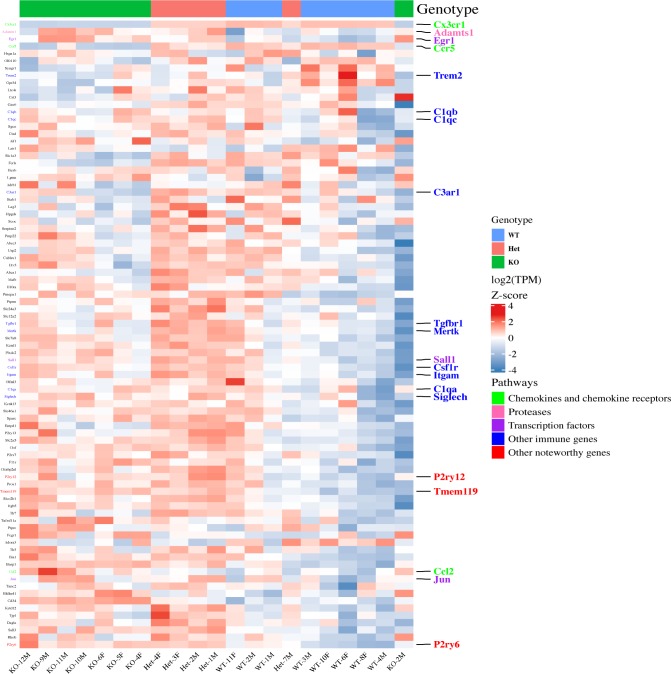
*Cx3cr1* loss does not alter the expression of microglia signature genes. Microglia were isolated from 2-mo-old *Cx3cr1*^*+/+*^ (WT, n = 8), *Cx3cr1*^*+/eGFP*^ (Het, n = 5), or *Cx3cr1*^*eGFP/eGFP*^ (KO, n = 8) mice. The RNA isolated from microglia of each mouse was used to generate an individual RNA-seq data set. Unsupervised cluster analysis of microglial signature genes as defined by Butovsky et al (2014). Selected genes and the pathways they are associated with (manual annotation) are represented in different colors.

### Active promoter landscapes do not explain transcriptomic differences in microglia of *Cx3cr1*-deficient mice

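Transcription in microglia was assayed by ChIP-seq, in which DNA bound by a protein is recovered with an antibody and sequenced, so that reads gather where the protein sat. The antibody recognized Rpb2, a subunit of RNA polymerase II that the text writes as Rbp2. Microglia came from 2-mo-old *Cx3cr1*-WT mice and from KO mice homozygous for the eGFP allele. Each sample was a pool of microglia from 3 mice of the same sex. There was 1 pool labelled female and 1 labelled male per genotype, which gives n = 2 pools per genotype and 4 Rpb2 libraries. The input libraries of the series were not used here. The authors mapped the 51-nt single-end reads to mm10 with Bowtie 2, kept the uniquely mapped reads and called peaks with HOMER. They kept the peaks that were reproducible between the pools of a genotype, merged the WT and KO lists, and deposited the raw number of reads of each library in each merged peak, without normalization. The Rpb2 table holds 26706 peaks with coordinates in mm10, of which 8893 came from both lists, 3665 from the WT list alone and 14148 from the KO list alone. The library labelled WT female held 11662185 reads and the WT male library held 13653287. The KO female library held 44332626 reads and the KO male library held 16528108. Peaks took up 11.2% of the reads of the library labelled WT female and 11.4% of those of the WT male. In KO pools, this share was 12.2% in the female and 15.1% in the male. Sex labels were examined at the 3 peaks of the Y-linked genes *Ddx3y*, *Eif2s3y* and *Uty*. These peaks held 214 reads in the WT male library, 266 in the KO male library and 0 in the KO female library. The library labelled WT female held 136 reads there. Scaled to the total reads of each library, that was 11.7 CPM against 15.7 CPM in the WT male and 16.1 CPM in the KO male. The smallest value the depth of the KO female library can show, 3 reads, is 0.0677 CPM. The Y-linked reads go against the label of that WT pool, which is therefore called the library labelled WT female throughout; its genotype label is the one used, and no sample was reassigned. From the deposited counts, the 10125 peaks within 1000 bp of a transcription start site (TSS) were tested for a difference between KO and WT with edgeR's quasi-likelihood test, without a term for sex. A mean of at least 4 reads in a genotype was required, which removed 0 of these peaks. TMM factors ran from 0.988 to 1.01. Values of single peaks are given as CPM, the reads of a peak scaled to the reads of its library in all tested peaks after TMM normalization. Reads carry no molecular identifiers, so count-based floors cover counting error only. When counts with the spread of these libraries were simulated with 200 peaks changed 4-fold, the test recovered 68.5% of them and made 7 false calls. The changed peaks were drawn only from peaks with mean counts well above the filter, so recovery at low counts was not measured.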

We performed chromatin immunoprecipitation for RNA polymerase II (Rbp2) followed by sequencing (ChIP-seq) to determine whether changes in transcriptional activity indicated by Rbp2 binding explain the differential gene expression between *Cx3cr1*-WT and -KO microglia. Unexpectedly, only 19 genes displayed differential binding between WT and KO animals (Fig 2A and Table S4). Moreover, there was no significant correlation between fold changes seen by RNA-seq and ChIP-seq (Fig 2B). These findings were corroborated by minimal changes in open chromatin landscapes assessed by H3K27Ac ChIP-seq (Fig 2C and Table S5).

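At *Cx3cr1* itself, which lies on chromosome 9 of mm10, the Rpb2 peak at the TSS (120068092 to 120068332) held 369 reads in the library labelled WT female and 462 in the WT male. The same peak held 1442 reads in the KO female and 623 in the KO male. Normalized, it was 493 ± 17.2 CPM in WT (SD, n = 2 pools) and 460 ± 23.3 CPM in KO (SD, n = 2). The log2 fold change of KO over WT was −0.10 (SE 0.19, adjusted p = 0.902 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both KO pools lay below both WT pools, but the fold change was smaller than its SE. The paper's RNA-seq value for *Cx3cr1* in Table S2 is a log2 fold change of −6.06. In these KO mice, by the paper's methods, the eGFP gene disrupts each copy of *Cx3cr1*. Rpb2 at this TSS and *Cx3cr1* mRNA therefore need not change together, and their contrast says nothing of posttranscriptional control. The manually annotated *Cx3cr1* transcripts of GENCODE end at 120048683, while 1 automatically annotated transcript runs on to 119901616. Along the manually annotated transcripts, a fit over all 26706 peaks gave a median log2 fold change of −0.26 over 20 peaks. They ranged from −1.40 to 1.14, and their lowest adjusted p was 0.198 in the same quasi-likelihood test. Past their 3′ end, a peak at 120046323 to 120046820, which the authors' annotation calls intergenic and which lies within the longer automatic transcript, held 421 and 441 reads in WT and 193 and 130 reads in KO. Its log2 fold change was −2.86 (SE 0.26, adjusted p = 0.00264 from that fit over all peaks). These peaks along the gene were chosen after their values were seen.

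**Figure D1:**
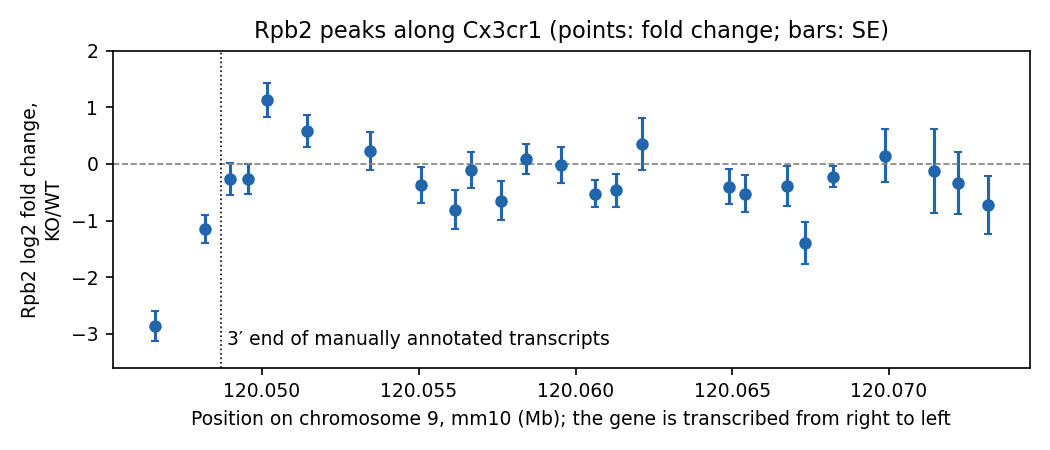
Rpb2 log2 fold change of KO over WT (y axis) for each peak in and around *Cx3cr1* against its position on chromosome 9 of mm10 in Mb (x axis), with points for peaks, bars for the SE of the fit over all peaks and a dotted line at the 3′ end of the manually annotated transcripts. The 2 peaks past that line lie at −2.86 and −1.15, against a median of −0.26 for the 20 peaks within those transcripts.

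Over the 10125 peaks within 1000 bp of a TSS, 0 had an adjusted p under 0.05 in edgeR's quasi-likelihood test. The lowest adjusted p was 0.116. Without adjustment, 1069 peaks had a p under 0.05, of which 448 were higher and 621 lower in KO. In the fit over all 26706 peaks, 3253 had such a p, 1634 higher and 1619 lower in KO. The alternative that moved the number of calls most was edgeR's likelihood ratio test, which called 125 peaks, 56 higher and 69 lower in KO. DESeq2 with its prior on fold changes called 19 peaks. All 19 were lower in KO, 17 of them at least 2-fold, and all 19 were among the 1069 peaks with an unadjusted p under 0.05. Pools of the genotypes did not overlap at 42.1% of tested peaks, against 33.3% by chance.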

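The paper's RNA-seq fold changes were read from 1999 genes of Table S2, which is sorted by p value, so the genes compared are those with the lowest p; the remaining genes of the table were not used here. Of the genes read, 1126 other than *Cx3cr1* had a tested Rpb2 peak, and the peak with the highest mean count stood for each gene. Across these genes, Spearman's rho between the RNA-seq and Rpb2 log2 fold changes was 0.0019 (permutation p = 0.95, two-sided). Pearson's r was 0.0344 (permutation p = 0.25). Each coefficient is 1 of a family of 2 with that of H3K27Ac, and the Benjamini-Hochberg values were 0.95 for rho and 0.25 for r by permutation. Both measures pointed the same way for 49.2% of the genes. Genes are not independent replicates, and the coefficients describe genes rather than animals. The spread of fold changes was wider for Rpb2 (SD 0.617) than for RNA-seq (SD 0.269). These SDs hold estimation error and come from unlike methods and numbers of samples, so they do not compare the size of the changes. Over Rpb2 peaks, the KO/WT log ratios of the pools labelled female and male had a Spearman's rho of 0.225. Noise of this size limits any correlation with RNA-seq. Computed separately by sex, rho of RNA-seq and Rpb2 was 0.0169 for the female pools, which include the library labelled WT female, and −0.0172 for the male pools. The alternative that moved rho most was restricting it to the 45 genes with a tested peak that the paper lists as differentially expressed, where it was 0.446 (permutation p = 0.0022). From the few differentially bound genes and the lack of a correlation, the paper proposes that differences between WT and KO microglia are mostly set by posttranscriptional mechanisms.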

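H3K27Ac is an acetylated form of histone H3 found at active promoters and enhancers, and its ChIP-seq used pools built in the same way, 1 female and 1 male per genotype. The authors merged the reproducible WT and KO peaks into 55862 peaks and deposited their raw read counts for 4 libraries. Of these peaks, 21033 came from both lists, 18587 from the WT list alone and 16242 from the KO list alone. The median width was 667 bp, with 2176 bp for peaks of both lists and 501 bp for peaks of either list alone. The WT female library held 21134403 reads and the WT male library 10395804. The KO female library held 20532826 reads and the KO male library 20662655. Peaks took up 15.9% of the reads in the WT female library, but 61.4% in the WT male, 65.3% in the KO female and 61.1% in the KO male. Sex labels were examined as for Rpb2. The 4 peaks of *Ddx3y*, *Eif2s3y*, *Uty* and *Kdm5d* held 0 reads in both female libraries, 281 in the WT male and 656 in the KO male. The peak at *Xist* (X chromosome, 103481231 to 103483871) held 85 reads in the WT female, 221 in the KO female and 0 in both males. A second *Xist* peak (103483976 to 103484656) held 45 reads in the WT female, 31 in the KO female, 7 in the WT male and 4 in the KO male. The 2 other peaks on the Y chromosome, both annotated to *Erdr1*, held reads in female libraries too, 20 and 21 in the WT female and 134 and 130 in the KO female, against 43 and 69 in the WT male and 80 and 125 in the KO male.

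**Figure D2:**
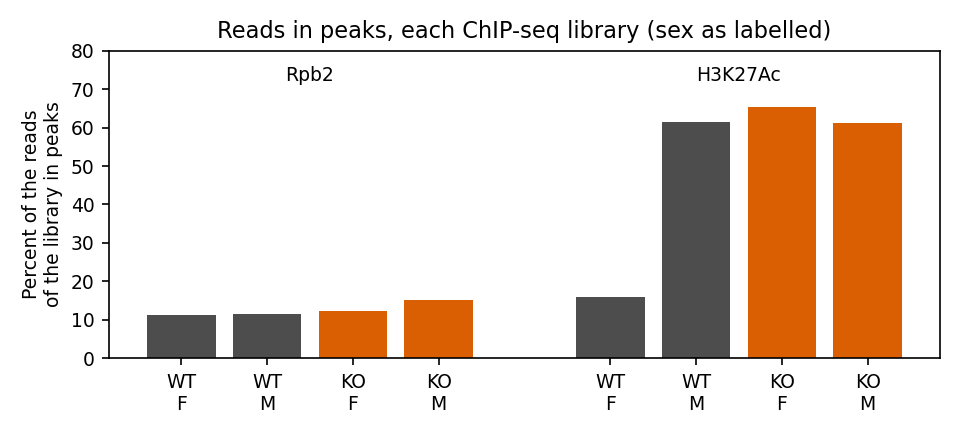
Percent of the reads of each library that fall in peaks (y axis) for the 4 Rpb2 and 4 H3K27Ac libraries (x axis), 1 bar per library, each a pool of 3 mice. The WT female H3K27Ac bar stands at 15.9%, below the other H3K27Ac bars at 61.1% or above.

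In the peaks of the WT list alone, the median was 20 reads in the WT female library and 0 in each of the others. All peaks were tested, since the mark also covers enhancers, and the minimum of 4 reads on average in a genotype left 55798. The common dispersion was 1.28 over all tested peaks, against 0.133 over all Rpb2 peaks. Near a TSS, it was 0.147 for H3K27Ac and 0.0894 for Rpb2. In the tested peaks of both lists, it was 0.109 for H3K27Ac and 0.0555 for Rpb2. On simulated counts with the spread of all tested H3K27Ac peaks, the quasi-likelihood test recovered 55% of 200 changed peaks and made 185 false calls. These changed peaks, too, were drawn only from peaks with mean counts well above the filter. At a dispersion of 0.05 it recovered 173 of them and made 8 false calls.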

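The broad H3K27Ac peak over *Cx3cr1* (chromosome 9 of mm10, 120026314 to 120074030) held 3792 reads in the WT female and 10617 in the WT male, and 13268 in the KO female and 13047 in the KO male. Its log2 fold change of KO over WT was −0.43 (SE 0.42, adjusted p = 0.889 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the 55798 tested peaks, 13 had an adjusted p under 0.05 in that test, and all 13 differed at least 2-fold, 3 higher and 10 lower in KO. Without adjustment, 2764 peaks had a p under 0.05, 756 higher and 2008 lower. With the same filter, the alternative that moved the count most was DESeq2 without shrinkage, with 240 calls, of which 7 were among the 13. With the newer quasi-likelihood method of edgeR, an alternative added later, 0 peaks were called. The lowest adjusted p belonged to a peak near *Pisd-ps3* on an unplaced contig, at 103487 to 103987, with 1018 and 119 reads in WT and 182 and 236 in KO (log2 fold change −3.21, adjusted p = 2.16e-19 from the quasi-likelihood test). A peak near *Cxcr6* (chromosome 9, 123799932 to 123803410) held 70 and 346 reads in WT and 54 and 12 in KO, a log2 fold change of −3.89 (adjusted p = 1.58e-14, edgeR). A peak near *Gm17644* (chromosome 1, 12644402 to 12644902) held 27 and 435 reads in WT and 15 and 75 in KO, and fell by 3.45 on the log2 scale in KO. Near *4930517M08Rik* (chromosome 17, 4625852 to 4626692), the counts were 27 and 354 in WT and 0 and 66 in KO. An intergenic peak nearest *Scn10a* (chromosome 9, 119743332 to 119744752) held 80 reads in each WT pool and 3 and 2 in KO. Scaled to the total reads of each library, it was at least 39.3-fold lower in KO (adjusted p = 4.09e-10, edgeR). The WT pools differed from each other severalfold at some of these peaks. At the *Gm17644* and *4930517M08Rik* peaks the WT male held far more reads than the WT female. The size of these differences thus rests largely on the WT male, though the female pools alone also differed at least 2-fold. At the *Pisd-ps3* peak the WT female held more, and that library is the one with few reads in peaks. The pools of the genotypes did not overlap at 12 of the 13 peaks, and at 27.4% of all tested peaks. With each pool left out in turn, 12 of the 13 kept their sign. The value nearest 0 was −0.22 for the *Pisd-ps3* peak, −1.09 for *Gm17644* and −1.52 for *4930517M08Rik*. It was −2.95 for *Cxcr6* and −5.96 for *Scn10a*. In the male pools alone, the log2 ratio of the *Pisd-ps3* peak was −0.0056, so its difference rests on the WT female library. Of the 13, 7 came from the WT list alone, 5 from the KO list alone and 1 from both lists, and 5 lie within 10 Mb of *Cx3cr1*, which was noticed after the calls were seen. Across 1164 genes, Spearman's rho of H3K27Ac and RNA-seq log2 fold changes was 0.138 (permutation p = 1e-05, the smallest that 100000 permutations can give, Benjamini-Hochberg value 2e-05). Pearson's r was 0.109 (permutation p = 0.0002, Benjamini-Hochberg value 0.0004). With loess offsets, r was 0.0052 (permutation p = 0.86) and rho was 0.0565 (permutation p = 0.055). With a pool left out, r ran from −0.0764 without the WT female to 0.155 without the KO male. It was 0.186 with at least 10 reads in every sample. By sex, rho was 0.175 for the female pools and 0.0045 for the male pools. From the few differing peaks, the paper states that the H3K27Ac landscape changed minimally and sets this beside the Rpb2 result.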

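Table S4 lists, for each Rpb2 peak near a TSS, the fold change, its standard error and p values of DESeq2. Of its 10124 peaks, 1311 were read, and all 1311 were matched to peaks of the deposited counts. Its contrast is WT against KO, and its signs are turned here to KO against WT. DESeq2 1.42.0 with its prior, run on those counts, gave log2 fold changes with a median absolute difference of 0 from the table's. With edgeR, that difference was 0.0857 and the correlation across peaks was 0.948. Among the genes of its sheet of 19 peaks is *Mknk2*, whose listed peak (chromosome 10, 80676228 to 80676428) held 148 and 165 reads in WT and 127 and 100 in KO. Its log2 fold change was −1.74 (SE 0.36, adjusted p = 0.116 from edgeR's quasi-likelihood test), and 0.0103 was its adjusted p from DESeq2 with prior. At *Nrip1* (chromosome 16, 76373132 to 76373347), the peak held 243 and 272 reads in WT and 397 and 176 in KO, and fell by 1.26 on the log2 scale (SE 0.26, adjusted p = 0.116, edgeR). Another peak near the TSS held more reads for both genes, with log2 fold changes of 0.33 for *Mknk2* and 0.05 for *Nrip1*. *Dagla*, outside that sheet, had a peak (chromosome 19, 10304803 to 10305045) with 106 and 109 reads in WT and 57 and 73 in KO, a log2 fold change of −1.90 (SE 0.47, adjusted p = 0.146, edgeR). Reads are given female first throughout, with the library labelled WT female first among them.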

Table S4 Quantification results for Rbp2 ChIP-seq.

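Table S5 lists H3K27Ac peaks with the same columns and contrast as Table S4. Of its 44149 peaks, 1207 were read and matched. DESeq2 with prior on the peaks with at least 5 reads in at least 2 samples, a filter chosen after the values were seen, gave a median absolute difference of 0 from its log2 fold changes. With the prior and the filter used for the other fits, the difference was 0.0003, and with edgeR it was 0.0714. An intergenic peak nearest *Ccr1* (chromosome 9, 123922966 to 123956576, 28921 bp from its TSS) held 2720 reads in the WT female and 8185 in the WT male, and 33501 and 29859 in the KO pools. It had a log2 fold change of 1.25 (SE 0.46, adjusted p = 0.811 from edgeR's quasi-likelihood test). Another intergenic peak, nearest *Ccr1l1* (chromosome 9, 123982022 to 123987326, at −6266 bp from its TSS), held 336 and 874 reads in WT and 2828 and 3337 in KO, with a log2 fold change of 1.04 (SE 0.31, adjusted p = 0.643, edgeR). For the peak nearest *Ccr1l1*, DESeq2 with prior gave an adjusted p of 0.0457, and 0.0518 with the filter on 5 reads. Both genes lie within 10 Mb of *Cx3cr1*, and the WT female library has weaker enrichment than the other 3.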

Table S5 Quantification results for H3K27Ac ChIP-seq.

**Figure 2.**
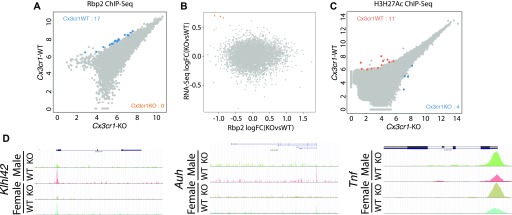
Active promoter landscape of *Cx3cr1*-KO and –WT samples shows minor differences in Rbp2 binding. Microglia were isolated from 2-mo-old *Cx3cr1*^*+/+*^ (WT) or *Cx3cr1*^*eGFP/eGFP*^ (KO) mice, pooling brains from three gender-matched mice to obtain samples for chromatin immunoprecipitation followed by sequencing. **(A)** ChIP-seq for Rbp2, a mark of actively transcribed genes, indicates few significant differences between the genotypes. Only genes with at least four sequencing reads in at least one of the genotypes are shown, with genes reaching statistical significance highlighted in blue. **(B)** There is minimal correlation between mRNA expression (fold change determined by RNA-seq) and active transcription (Rbp2 binding determined by ChIP-seq). Genes with fold change > |1.5| are highlighted in coral. **(C)** ChIP-seq for H3K27Ac, a mark of open and active chromatin, indicates few significant differences between the genotypes. Only genes with at least four sequencing reads in at least one of the genotypes are shown, with genes reaching statistical significance highlighted in blue and coral. **(D)** The UCSC browser snapshots of Rbp2 binding for selected genes. Exons are represented by boxes, and direction of transcription is indicated by arrows in introns.

It is worth noting that many of the genes showing higher Pol–II binding in WT mice appear to be involved in transcription regulation or RNA stability, such as *Klhl42* and *Auh* (Fig 2D). Moreover, *Tnf*, a classical inflammatory gene, had higher expression in *Cx3cr1*-KO microglia by RNA-seq and a trend for differential Rbp2 binding by ChIP-seq (irreproducible discovery rate [IDR] = 0.0553; Fig 2D). 

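*Klhl42* (ENSMUSG00000040102) lies on chromosome 6 of mm10 from 147091379 to 147112778 on the plus strand. Its Rpb2 peak at 147091234 to 147091460, annotated to the 5′ UTR, held 113 reads in the library labelled WT female and 146 in the WT male, and 123 in the KO female and 60 in the KO male. Normalized, it was 153 ± 8.76 CPM in WT (SD, n = 2 pools) and 41.7 ± 1.46 CPM in KO (SD, n = 2), a log2 fold change of −1.88 (SE 0.38, adjusted p = 0.116 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each pool left out in turn, the log2 fold change stayed between −1.94 and −1.82. *Auh* (ENSMUSG00000021460) lies on chromosome 13 from 52835119 to 52929681 on the minus strand. Its promoter peak at 52929463 to 52929704, from the WT list alone, held 35 and 84 reads in WT and 9 and 10 in KO. Its level was 68.7 ± 32.7 CPM in WT (SD, n = 2) and 5.04 ± 2.93 CPM in KO (SD, n = 2). The log2 fold change was −3.83 (SE 0.73, adjusted p = 0.116, edgeR), and it ranged from −4.49 to −3.24 with a pool left out. *Auh* had the lowest p of all tested Rpb2 peaks. With DESeq2 and its prior, the adjusted p was 0.00371 for each of these peaks, and over all settings run it ranged from 0.00096 to 0.198 for *Klhl42* and from 0.000487 to 0.198 for *Auh*. H3K27Ac at the *Klhl42* promoter (147090767 to 147092133) was 12.9 ± 3.33 CPM in WT and 12.8 ± 3.15 CPM in KO (SD, n = 2 each). At the *Auh* promoter (52928823 to 52930275), H3K27Ac was 14.2 ± 9.72 CPM in WT and 14.0 ± 1.81 CPM in KO (SD, n = 2 each). Neither H3K27Ac difference exceeded the spread between pools.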

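*Tnf* (ENSMUSG00000024401) lies on chromosome 17 of mm10 from 35199381 to 35202007 on the minus strand. The Rpb2 peak at its TSS (35201767 to 35202080) held 134 reads in the library labelled WT female, 159 in the WT male, 1159 in the KO female and 435 in the KO male. Normalized, it was 174 ± 0.531 CPM in WT (SD, n = 2 pools) and 346 ± 51.8 CPM in KO (SD, n = 2). The log2 fold change was 0.99 (SE 0.24, adjusted p = 0.146 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 10125 peaks). It was 1.13 in the pools labelled female, 1 of which is the library labelled WT female, and 0.83 in the pools labelled male, and with each pool left out it stayed between 0.84 and 1.14. Across all settings run, the adjusted p ranged from 0.0283 with edgeR's likelihood ratio test to 0.386 with a term for sex in DESeq2. The paper's RNA-seq log2 fold change of *Tnf* in Table S2 is 0.66. H3K27Ac over *Tnf* (35199048 to 35203085) held 168 and 384 reads in WT and 800 and 1015 in KO, a log2 fold change of 0.38 (SE 0.29, adjusted p = 0.816, edgeR). With a pool left out, this H3K27Ac value ran from 0.16 to 0.58.

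**Figure D3:**
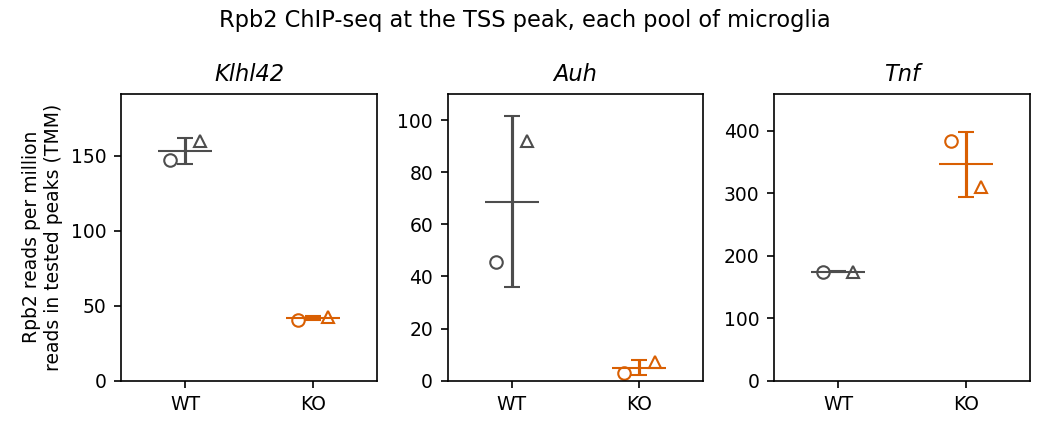
Rpb2 at the promoter peaks of *Klhl42*, *Auh* and *Tnf* in CPM, scaled to the reads in tested peaks after TMM (y axis), by genotype (x axis), with a circle for the pool labelled female and a triangle for the pool labelled male and a bar for the mean ± SD of 2 pools. Both KO pools lie below both WT pools at *Klhl42* and *Auh* and above them at *Tnf*, where the means are 346 CPM in KO and 174 CPM in WT.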

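Genes that the paper lists as differentially expressed by RNA-seq (Table S2, 165 genes, 100 lower and 65 higher in KO) were looked up among the tested Rpb2 and H3K27Ac peaks, leaving out *Cx3cr1*. Of the genes higher in KO, 37 had a tested Rpb2 peak, with a median log2 fold change of 0.27. This median stood at percentile 99.55 of 10000 random lists matched on mean count (permutation p = 0.0092, two-sided, Benjamini-Hochberg value 0.0368 over a family of 4 lists). With the peak overlapping the TSS, a choice added later, 19 genes had a median of 0.27 and the Benjamini-Hochberg value was 0.12 (permutation p = 0.03). Of the 37 genes, 27 were above 0 and 10 below. Of the genes lower in KO, 8 had a tested Rpb2 peak, with a median of −0.20 (permutation p = 0.31 against random lists, Benjamini-Hochberg value 0.413). For H3K27Ac, the median was −0.45 for 34 genes lower in KO (permutation p = 0.031 against random lists, Benjamini-Hochberg value 0.062). For 37 genes higher in KO it was 0.08 (permutation p = 0.77, Benjamini-Hochberg value 0.77). The list medians moved most with a pool left out, where the Rpb2 median of the genes higher in KO ran from 0.10 to 0.40 and that of the genes lower in KO from −0.47 to 0.05. For H3K27Ac, the median of the genes lower in KO ran from −0.74 to −0.04, the latter without the WT female, and that of the genes higher in KO from 0.05 to 0.29. Adjusted over the 45 RNA-seq genes alone, 8 Rpb2 peaks had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 7 of them higher in KO, *Tnf* among them. All 8 changed in the direction of the RNA-seq. Adjusted over all tested peaks, 0 of the 45 did, and 9 had an unadjusted p under 0.05. For H3K27Ac, 1 of 71 genes passed over the list alone and 0 over all tested peaks, with 6 at an unadjusted p under 0.05.

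**Figure D4:**
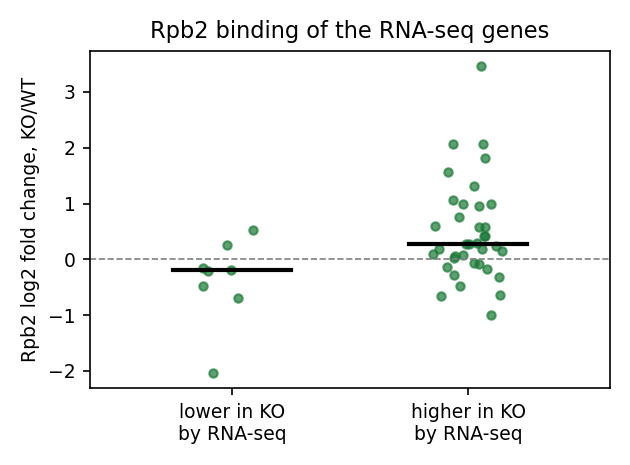
Rpb2 log2 fold change of KO over WT (y axis) for genes lower (8 genes) and higher (37 genes) in KO by RNA-seq (x axis), with a point per gene and a bar for the median. The medians are −0.20 and 0.27, and 10 of the 37 genes that are higher by RNA-seq lie below 0.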

In summary, differences between *Cx3cr1*-WT and -KO microglia are likely to be determined by posttranscriptional mechanisms, but transcriptional regulation, particularly for genes whose products regulate mRNA stability and exert wide transcriptomic effects, may also play a small part in the transcriptomic phenotype variation.

### *Cx3cr1* and LPS regulate different transcriptional programs in microglia

Because many of the genes altered by *Cx3cr1* deletion in microglia are immune-related (Fig 1C), we hypothesized that *Cx3cr1* deletion will modulate the transcriptional response of microglia to an acute systemic inflammatory challenge such as i.p. lipopolysaccharide (LPS) injection. The LPS treatment (1 mg/ml, 24 h) induced a strong transcriptional response in both peritoneal cells and in microglia, resulting in 5,362 and 5,084 DEGs, respectively. This was visible by PCA, where LPS and saline samples formed distinct clusters (Fig 3A and B). However, there was no visible effect of *Cx3cr1* genotype on the PCA plots, even when only microglia were examined (Fig 3B). Similar results were obtained with hierarchical clustering analysis (Fig S3). Only 14 genes met our criteria for differential expression by *Cx3cr1* genotype in microglia from LPS-injected mice (Table S6). Yet, some of the genes affected by *Cx3cr1* deficiency in microglia from LPS-injected mice included up-regulation of *Adora1* and *Klf2* and down-regulation of *Ninj1* (Fig 3C), which could mediate subsequent functional effects. Thus, *Cx3cr1* deletion did not strongly affect the transcriptional response of microglia to a single acute systemic LPS treatment.

Table S6 Quantification results in LPS-injected mice: WT versus KO.

**Figure 3.**
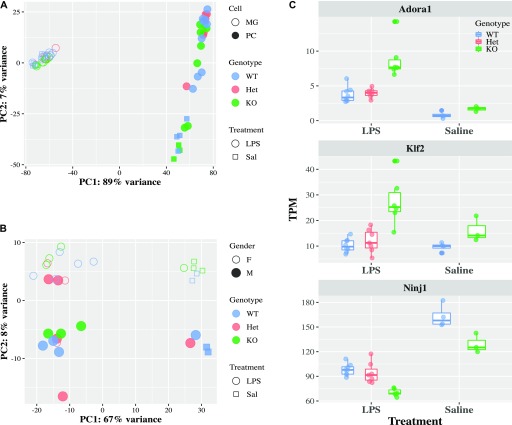
Loss of *Cx3cr1* does not affect microglial transcriptional response to LPS. 2-mo-old *Cx3cr1*^*+/+*^ (WT, n = 7), *Cx3cr1*^*+/eGFP*^ (Het, n = 6), or *Cx3cr1*^*eGFP/eGFP*^ (KO, n = 6) mice were injected with 1 mg/kg LPS i.p. (or saline control, four WT and three KO animals only). Twenty-four hours later, peritoneal cells were collected, and microglia were sorted from isolated brains. Both cell populations were used for RNA-seq. **(A)** PCA of all samples. Each dot within a cell type represents an individual animal, but there are matched microglia and peritoneal cells from the same animal. Samples, coded based on the cell type (open or solid fill), genotype (color), and treatment (symbol), separate by cell type and treatment. **(B)** The PCA of microglia only shows separation by treatment, but not genotype in LPS-injected mice. Samples are coded by gender (open or solid fill), genotype (color), and treatment (symbol). **(C)** Expression of selected genes that are modulated by *Cx3cr1* genotype after LPS injection.

**Figure S3.**
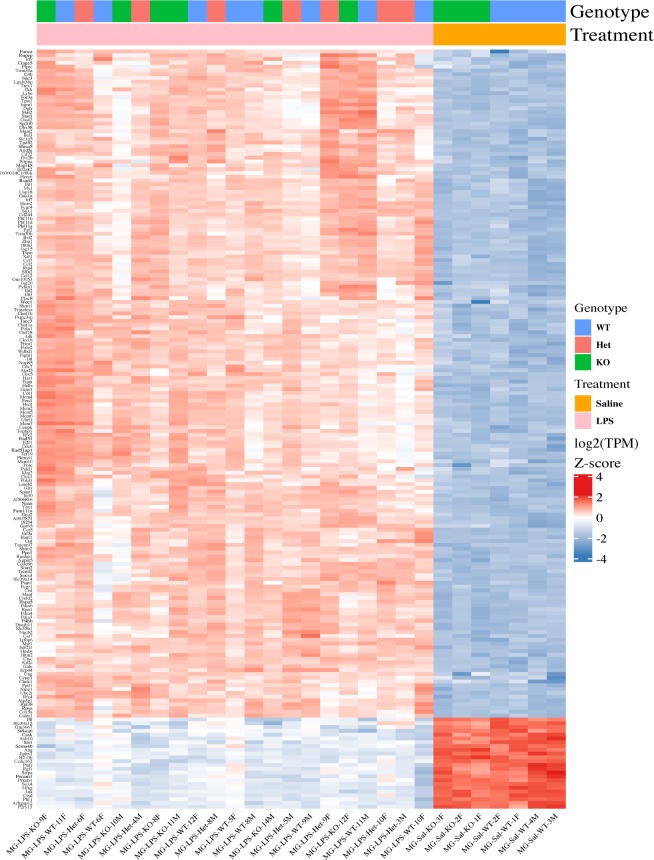
Loss of *Cx3cr1* does not affect microglial transcriptional response to LPS. 2-mo-old *Cx3cr1*^*+/+*^ (WT, n = 7), *Cx3cr1*^*+/eGFP*^ (Het, n = 6), or *Cx3cr1*^*eGFP/eGFP*^ (KO, n = 6) mice were injected with 1 mg/kg LPS IP (or saline control, four WT and three KO animals only). Twenty-four hours later, microglia were sorted from isolated brains and subjected to RNA-seq analysis. Unsupervised cluster analysis of microglial of top 200 DEGs (saline versus LPS comparison) shows a strong effect of LPS, but no clear separation of the samples by genotype after LPS treatment.

### The transcriptome of young *Cx3cr1*-deficient mice resembles that of aged WT mice

Age is the dominant risk factor for neurodegenerative diseases and also alters the microglial transcriptome both in mice and humans (Grabert et al, 2016; Olah et al, 2018). To examine how *Cx3cr1* deficiency affects microglial transcriptomes during aging, we isolated microglia from young adults (2 mo), middle-aged (1 yr), and aged (2 yr) *Cx3cr1*^*+/+*^, *Cx3cr1*^*+/eGFP*^, and *Cx3cr1*^*eGFP/eGFP*^ mice. Fewer live microglia were recovered from aged mice, independent of genotype (Fig 4A). There was a visible separation by age in the PCA (Fig 4B), highlighting the importance of age in regulating microglial transcriptome. In microglia from WT mice, we detected 1,082 DEGs between 1-yr- and 2-mo-old mice, 2,046 DEGs between 2-yr- and 2-mo-old mice, and the signature was consistent with previous studies (Tables S7 and S8). By contrast, KO microglia showed 706 DEGs between 1-yr- and 2-mo-old mice and 1,312 DEGs between 2-yr- and 2-mo-old mice (Tables S9 and S10). The genotype difference appeared to grow smaller with age, being less detectable by PCA in aged mice (Fig 4B). When 2-yr-old mice were examined, the separation by genotype was still evident (Fig 4C) despite a reduced number of genotype-regulated DEGs (Tables 1 and S11). It is worth noting that there was substantial overlap in the age-dependent DEGs between WT and KO microglia (Fig 4D).

Table S7 Quantification results in WT microglia: 1 yr versus 2 mo.

Table S8 Quantification results in WT microglia: 2 yr versus 2 mo.

Table S9 Quantification results in KO microglia: 1 yr versus 2 mo.

Table S10 Quantification results in KO microglia: 2 yr versus 2 mo.

Table S11 Quantification results in 2-yr microglia: KO versus WT.

**Figure 4.**
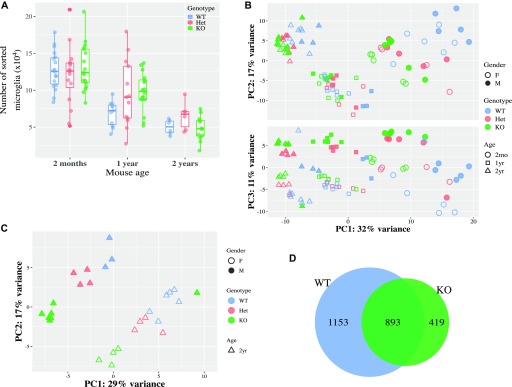
Effect of aging and *Cx3cr1* deletion on microglial transcriptome. Microglia were isolated from 2-mo-, 1-yr-, or 2-yr-old *Cx3cr1*^*+/+*^ (WT), *Cx3cr1*^*+/eGFP*^ (Het), or *Cx3cr1*^*eGFP/eGFP*^ (KO) mice. **(A)** Fewer microglia were recovered from 2 yr mice, but the recovery was independent of genotype. **(B, C)** RNA-seq was performed on all samples together. Each symbol represents microglia from an independent animal. **(B)** The PCA for all samples suggests separation by age as the primary factor driving variability, with genotype second and gender third (B). **(C)** For microglia from 2-yr-old mice (C), the samples separate by genotype and by gender within each genotype. **(D)** Overlap of DEGs between 2-yr and 2-mo microglia in WT and in KO mice. There is a large amount of shared DEGs between the genotypes.

**Table 1.** Number of differentially regulated genes by age.

Comparison	2 mo		1 yr		2 yr	
	Up	Down	Up	Down	Up	Down
KO versus WT	65	100	23	6	3	14
F versus M^a^	4	5	66	6	42	2

a WT mice only.

Only genes with FDR < 0.05, fold change > 30%, and average expression > 4 TPM were considered.

We hypothesized that *Cx3cr1* deletion might modify the transcriptome of microglia from younger mice to resemble that of microglia from aged mice. To address this possibility, we performed unsupervised cluster analysis (Fig 5). In microglia from 2-mo-old mice, the samples separated by genotype, with Het mice displaying an intermediate gene expression between WT and KO mice, recapitulating our earlier results (Fig 1C). In older mice, WT and Het samples from both 1-yr- and 2-yr-old mice were grouped together, and KO samples from 1-yr- and 2-yr-old mice were grouped together. At these older ages, WT and Het appeared more similar than either of the genotypes to KO.

**Figure 5.**
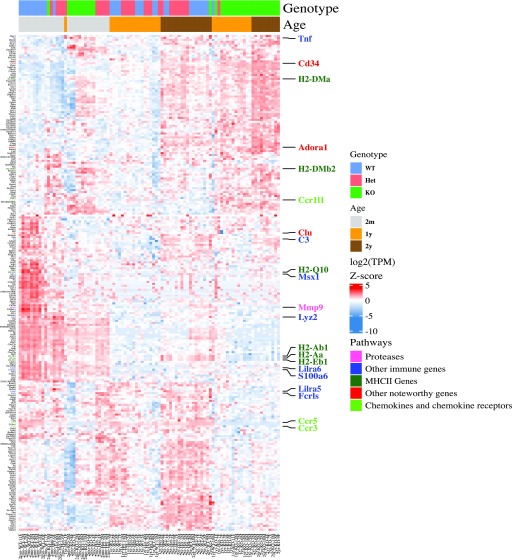
Young *Cx3cr1*-deficient mice display a premature aging phenotype. Microglia were isolated from 2-mo-, 1-yr-, or 2-yr-old *Cx3cr1*^*+/+*^ (WT), *Cx3cr1*^*+/eGFP*^ (Het), or *Cx3cr1*^*eGFP/eGFP*^ (KO) mice and used for RNA-seq analysis, followed by quantification and unsupervised hierarchical clustering for the top 100 DEGs (KO versus WT, by *P*-value) at each time point, resulting in a combined list of 254 genes. In 2-mo-old mice, the samples separate by genotype, whereas in older mice, they first separate by age and then genotype. Overall, 2-mo-old *Cx3cr1*-Het and KO microglia resemble aged mice of any genotype. Some genes increase with both age and *Cx3cr1* deletion and show the highest expression in aged *Cx3cr1*-KO microglia.

Importantly, there was a large cluster of genes—all of which were down-regulated compared with young WT microglia—that showed very similar expression between 2-mo-old Het and KO microglia and older mice of any genotype. Genes within this category included many genes that we had already identified as down-regulated by *Cx3cr1* deletion in 2-mo-old mice, such as MHC class II (*H2-Q10*, *H2-Aa*, *H2-Eb1*, and *H2-Ab1*), chemokine receptors (*Ccr3* and *Ccr5*), *Clu*, *Mmp9*, and *Lyz2*. Thus, the absence of a single copy of *Cx3cr1* at young age results in a transcriptome comparable with that of aged microglia. Additional clusters of genes were up-regulated with aging but showed highest expression in aged KO microglia. Noteworthy genes in these clusters included *Adora1*, *Cd34, H2-Dma,* and *Tnf*. The widespread dysregulation of immune genes by *Cx3cr1* deletion was also confirmed by gene ontology analysis (Table 2).

**Table 2.** Gene ontology pathways common to DEGs overtime.

	Pathway	2 mo		1 yr		2 yr	
		No. of up	No. of down	No. of up	No. of down	No. of up	No. of down
1	Immune response	14	34	8	9	12	11
2	Transcription factor binding	27	5	4	2	4	19
3	Regulation of immune response	11	27	9	4	12	9
4	Regulation of response to external stimulus	11	25	5	8	6	14
5	Positive regulation of the immune system process	16	28	10	4	12	11
6	External side of the plasma membrane	3	20	5	6	5	12
7	Leukocyte migration	5	16	1	5	3	6
8	Vacuole	15	14	9	6	15	8
9	Regulation of cell activation	9	24	7	6	10	9
10	Lysosome	14	14	8	6	13	6
11	Cell migration	18	26	7	5	9	16
12	Response to wounding	14	27	7	6	12	11
13	Endosome	15	24	5	9	12	15
14	Carbohydrate binding	4	23	2	1	3	7
15	Leukocyte chemotaxis	2	12	0	4	2	5
16	Regulation of lymphocyte activation	8	20	7	5	8	7
17	Regulation of defense response	9	22	2	5	4	10
18	Regulation of locomotion	14	21	7	6	7	14
19	G-protein–coupled peptide receptor activity	2	11	2	4	2	5
20	Regulation of cell migration	13	19	7	6	7	14

Top 20 pathways affected by *Cx3cr1* genotype (KO versus WT) are shown, with the number of genes up-regulated or down-regulated at each time point. Pathways showed an overall increase (tan highlight) or decrease (blue highlight) in expression. Only genes with FDR < 0.05, fold change > 30%, and average expression > 4 TPM were included in the enrichment analysis.

We also performed unsupervised cluster analysis using the top 200 DEGs between WT 2-yr versus 2-mo microglia rather than the genotype-regulated DEGs (Fig S4). Using this gene list, the samples clearly clustered by age. Genes in the pathways regulated by *Cx3cr1* loss, namely MHCII genes, chemokines and chemokine receptors, and inflammatory genes were also regulated by age, as has been shown before (Grabert et al, 2016). Moreover, although the clustering by genotype was not as obvious within this aging transcriptome, there appeared to be a grouping of WT and Het samples in 2-mo-old mice, which was lost on the aged mice. These results support our finding that *Cx3cr1* loss and aging modulate the expression of similar genes and pathways.

**Figure S4.**
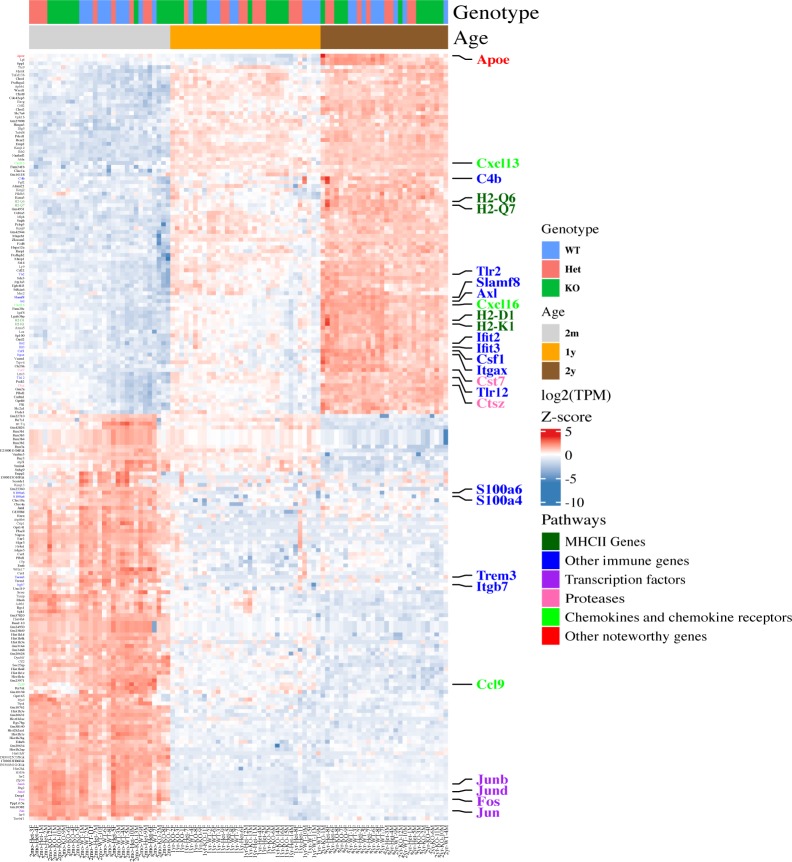
Unsupervised hierarchical clustering by age shows that similar pathways are modulated by aging as by *Cx3cr1* loss. Microglia were isolated from 2-mo-, 1-yr-, or 2-yr-old *Cx3cr1*^*+/+*^ (WT), *Cx3cr1*^*+/eGFP*^ (Het), or *Cx3cr1*^*eGFP/eGFP*^ (KO) mice and used for RNA-seq analysis, followed by quantification and unsupervised hierarchical clustering for the top 200 DEGs (by *P*-value) between WT 2-yr- versus 2-mo-old mice. Aging alters the expression of genes in pathways modulated by *Cx3cr1* deletion as well. Although separation by genotype is visible in microglia form 2-mo-old mice, it is lost in aged mice.

Although sample separation by gender was evident at all time points (Fig 4B), it was especially visible in microglia from 2-yr-old mice where it drove some of the primary variability component (Fig 4C). Indeed, the number of gender-regulated DEGs increased with age, peaking at 1 yr, but remained high in microglia from 2-yr-old mice (Tables 1 and S12). In microglia from 2-yr-old mice, almost all of the gender-biased DEGs showed higher expression in females than in males, regardless of *Cx3cr1* genotype, so that the samples primarily clustered by gender, but not by genotype (Fig 6). These gender-biased DEGs included many genes with immune functions, such as *Csf1*, *Nfkb2*, *Tlr2*, *Cxcl16*, *Cxcl14*, *Itgax*, *Ccl4*, *Ccl3*, and *Tlr7*, all of which are different from the genotype- and age-regulated DEGs mentioned above. The validity of the analysis was confirmed by showing differential expression of the sex chromosome genes (Fig 6).

Table S12 Quantification results in 2-yr microglia: F versus M.

**Figure 6.**
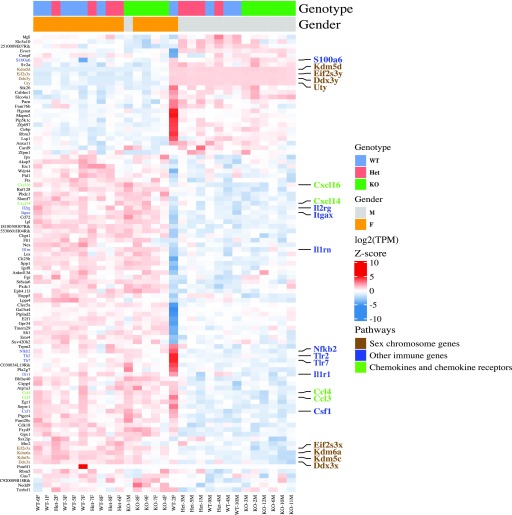
Increased inflammatory gene expression in microglia from 2-yr female mice. Quantification and unsupervised hierarchical clustering for microglia from 2-yr-old *Cx3cr1*^*+/+*^ (WT, n = 9), *Cx3cr1*^*+/eGFP*^ (Het, n = 8), or *Cx3cr1*^*eGFP/eGFP*^ (KO, n = 11) mice highlights a strong effect of gender on gene expression in old mice. The samples primarily separate by gender and not *Cx3cr1* genotype. Selected genes and associated pathways (manual annotation) are represented in different colors.

### *Cx3cr1* deletion alters microglial morphology in young mice

Microglial morphology is often used to infer information about microglial reactivity. Thus, we extended our analysis by examining whether *Cx3cr1* deficiency affected microglial morphology in young (2 mo) or old (18–24 mo) mice by quantitative morphometry, using immunohistochemistry for Iba1, a cytosolic marker, to delineate the cells. Microglia in the cortex (Ctx) (Fig 7A), hippocampus (HC) (Fig S5A), and striatum (Str) (Fig S5B) displayed a ramified morphology across all ages and genotypes, in both male and female mice. By contrast, cerebellar (Cbm) microglia appeared less ramified than in other brain regions in both genotypes (Fig 7B).

**Figure 7.**
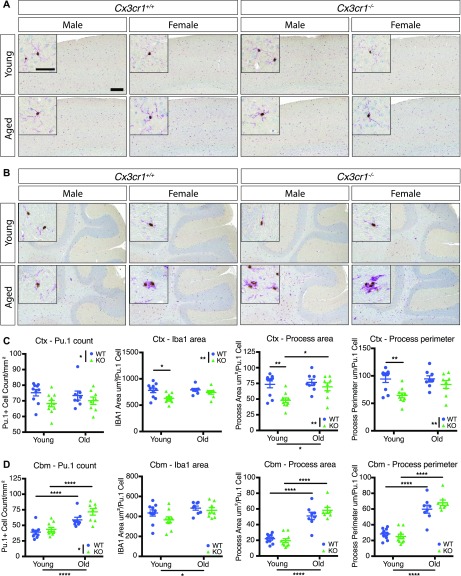
*Cx3cr1* deletion alters microglial morphology in young and aged mice. **(A, B)** Representative images of brain sections from the cortex (A) or cerebellum (B) of young (2 mo) or old (18–24 mo) *Cx3cr1*^*+/+*^ or *Cx3cr1*^*eGFP/eGFP*^ male or female mice immunoreacted with anti-Iba1 (purple) and anti-Pu.1 (brown). Note the overall different microglial morphology in the cerebellum in both young and old mice compared with the cortex. Many microglial clusters were detectable in the cerebellum of old animals of either genotype. Scale bar: large image, 200 μm; inset, 50 μm. **(C, D)** Quantification of microglial cell numbers and morphology in the cortex (C) and the cerebellum (D). Microglial cell numbers were quantified as the number of Pu.1-positive nuclei per unit area. Microglial morphology was assessed as the total Iba1 immunoreactive area per Pu.1^+^ nucleus, dendritic process area per Pu.1^+^ nucleus, and dendritic process perimeter per Pu.1^+^ nucleus. Only processes attached to nuclei were included in the dendritic process calculations. Statistics: two-way ANOVA (for genotype and age) and Tukey’s *post hoc* test. Only select significant intergroup comparisons are shown. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Ctx cell number: genotype: F(1,32) = 4.892, *P* = 0.0342; age: F(1,32) = 0.0001061, *P* = 0.9918; interaction: F(1,32) = 0.61, *P* = 0.4405. Ctx Iba1 area: genotype: F(1,32) = 8.461, *P* = 0.0065; age: F(1,32) = 3.225, *P* = 0.0820; interaction: F(1,32) = 2.182, *P* = 0.1494. Ctx process area: genotype: F(1,32) = 9.908, *P* = 0.0035; age: F(1,32) = 5.665, *P* = 0.0234; interaction: F(1,32) = 3.165, *P* = 0.0847. Ctx process perimeter: genotype: F(1,32) = 11.31, *P* = 0.0020; age: F(1,32) = 2.868, *P* = 0.1000; interaction: F(1,32) = 2.777, *P* = 0.1054. Cbm cell number: genotype: F(1,32) = 4.982, *P* = 0.0327; age: F(1,32) = 31.08, *P* < 0.0001; interaction: F(1,32) = 1.119, *P* = 0.2817. Cbm Iba1 area: genotype: F(1,32) = 2.602, *P* = 0.1165; age: F(1,32) = 6.502, *P* = 0.0158; interaction: F(1,32) = 0.6807, *P* = 0.4154. Cbm process area: genotype: F(1,32) = 0.5592, *P* = 0.4601; age: F(1,32) = 113, *P* < 0.0001; interaction: F(1,32) = 2.322, *P* = 0.1374. Cbm process perimeter: genotype: F(1,32) = 0.5271, *P* = 0.4731; age: F(1,32) = 118.5, *P* < 0.001; interaction: F(1,32) = 2.745, *P* = 0.1073.

**Figure S5.**
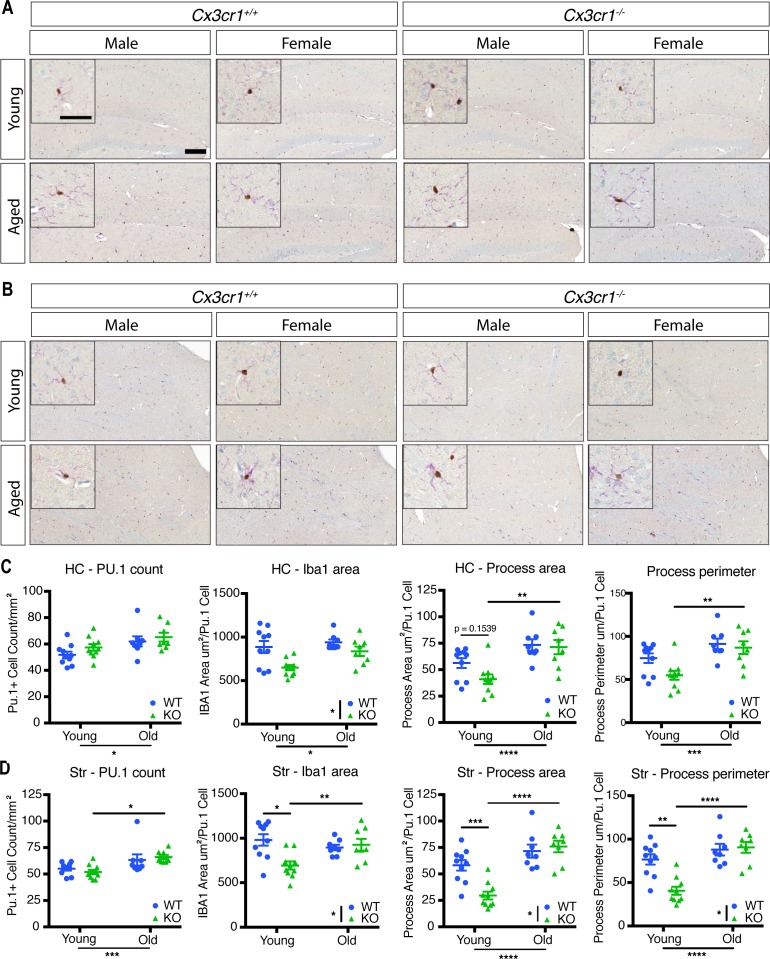
*Cx3cr1* deletion alters microglial morphology in the HC and striatum of young and aged mice. **(A, B)** Representative images of the brain section from the HC (A) or striatum (B) of young (2 mo) or old (18–24 mo) *Cx3cr1*^*+/+*^ or *Cx3cr1*^*eGFP/eGFP*^ male or female mice immunoreacted with anti-Iba1 (purple) and anti-Pu.1 (brown). Scale bar: large image, 200 μm; inset, 50 μm. **(C, D)** Quantification of microglial cell numbers and morphology in the HC (C) and the striatum (D). Microglial cell numbers were quantified as the number of Pu.1-positive nuclei per unit area. Microglial morphology was assessed as the total Iba1 immunoreactive area per Pu.1+ nucleus, dendritic process area per Pu.1+ nucleus, and dendritic process perimeter per Pu.1+ nucleus. Only processes attached to nuclei were included in the dendritic process calculations. Statistics: two-way ANOVA (for genotype and age) and Tukey’s *post hoc* test. Only select significant intergroup comparisons are shown. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. HC cell number: genotype: F(1,32) = 2.159, *P* = 0.1515; age: F(1,32) = 8.952, *P* = 0.0053; interaction: F(1,32) = 0.1583, *P* = 0.6934. HC Iba1 area: genotype: F(1,32) = 11.1, *P* = 0.0022; age: F(1,32) = 5.603, *P* = 0.0241; interaction: F(1,32) = 1.685, *P* = 0.2036. HC process area: genotype: F(1,32) = 2.69, *P* = 0.1108 Age: F(1,32) = 20.21, *P* < 0.0001; interaction: F(1,32) = 1.566, *P* = 0.2199. HC process perimeter: genotype: F(1,32) = 3.972, *P* = 0.0548; age: F(1,32) = 16.07, *P* = 0.003; interaction: F(1,32) = 1.647, *P* = 0.2086. Str cell number: genotype: F(1,32) = 0.005704, *P* = 0.9403; age: F(1,32) = 14.24, *P* = 0.0007; interaction: F(1,32) = 0.9689, *P* = 0.3323. Str Iba1 area: genotype: F(1,32) = 5.419, *P* = 0.0264; age: F(1,32) = 1.819, *P* = 0.1870; interaction: F(1,32) = 8.379, *P* = 0.0068. Str process area: genotype: F(1,32) = 5.746, *P* = 0.0225; age: F(1,32) = 34.86, *P* < 0.0001; interaction: F(1,32) = 10.53, *P* = 0.0027. Str process perimeter: genotype: F(1,32) = 8.114, *P* = 0.0076; age: F(1,32) = 27.4, *P* < 0.0001; interaction: F(1,32) = 10.9, *P* = 0.0024.

We next quantified the microglial cell number and morphology in the various brain regions. Because there were only modest differences (Fig S6), we pooled the genders for analysis. The microglial number was not significantly affected by genotype in the cortex, striatum, or HC (Figs 7C and S5C and D). With respect to morphology in the cortex, young *Cx3cr1*-deficient microglia had significantly decreased total Iba1 area, Iba1 area in processes directly connected to cell bodies, and process perimeter compared with those found in WT mice (Fig 7C), which could be explained by thinner microglial processes in young KO mice. There was a significant effect of age for the microglial process area between young and old mice, but the genotypes were no longer different in aged mice (Fig 7C), which is consistent with the reduced number of transcriptional changes between aged WT and KO microglia. Similar results were also detected in the HC and striatum: young KO microglia generally showed reduced Iba1 process area and/or perimeter, which increased with age, but these patterns were lost in the aged microglia (Fig S5C and D).

**Figure S6.**
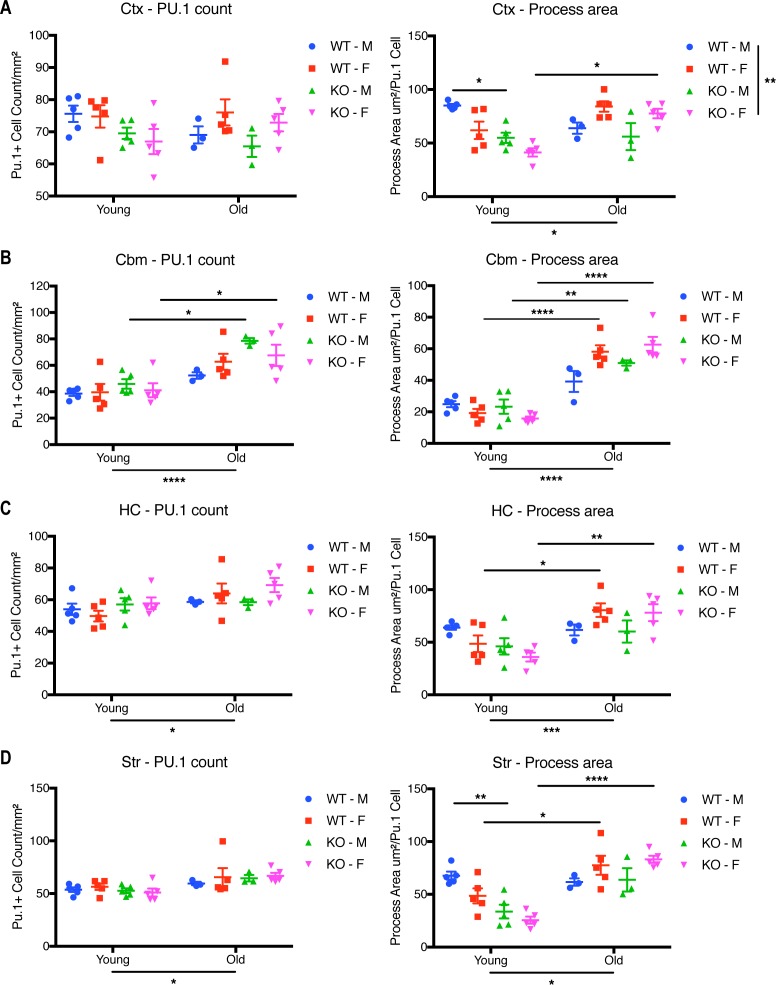
Effect of gender on the morphology of microglia in young and old mice. Sections from young (2 mo) or old (18–24 mo) *Cx3cr1*^*+/+*^ or *Cx3cr1*^*eGFP/eGFP*^ male or female mice were immunoreacted with anti-Iba1 (purple) and anti-Pu.1 (brown). **(A, B, C, D)** Quantification of microglial cell numbers and morphology in the cortex (A), cerebellum (B), HC (C) and the striatum (D). Microglial cell numbers were quantified as the number of Pu.1-positive nuclei per unit area. Microglial morphology was assessed as dendritic process area per Pu.1+ nucleus. Only processes attached to nuclei were included in the dendritic process calculations. Statistics: Two-way ANOVA (for genotype and age) and Tukey’s post-hoc test. Only select significant intergroup comparisons are shown. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Ctx Cell number: Genotype: F(3,28) = 2.136, *P* = 0.1181; Age: F(1,28) = 0.138, *P* = 0.2581; Interaction: F(3,28) = 1.419, *P* = 0.2581. Ctx Process area: Genotype: F(3,28) = 5.209, *P* = 0.0055; Age: F(1,28) = 5.439, *P* = 0.0271; Interaction: F(3,28) = 9.132, *P* = 0.0002. Cbm Cell number: Genotype: F(3,28) = 2.752, *P* = 0.0613; Age: F(1,28) = 36.38, *P* < 0.0001; Interaction: F(3,28) = 0.8772, *P* = 0.4647. Cbm Process area: Genotype: F(3,28) = 1.401, *P* = 0.2631; Age: F(1,28) = 140.5, *P* < 0.0001; Interaction: F(3,28) = 6.773, *P* = 0.0014. HC Cell number: Genotype: F(3,28) = 1.309, *P* = 0.2909; Age: F(1,28) = 6.797, *P* = 0.0145; Interaction: F(3,28) = 0.9511, *P* = 0.4294. HC Process area: Genotype: F(3,28) = 1.124, *P* = 0.3561; Age: F(1,28) = 18.97, *P* = 0.0002; Interaction: F(3,28) = 3.947, *P* = 0.0.0182. Str Cell number: Genotype: F(3,28) = 0.3224, *P* = 0.8091; Age: F(1,28) = 11.39, *P* = 0.0022; Interaction: F(3,28) = 0.4544, *P* = 0.7163. Str Process area: Genotype: F(3,28) = 2.551, *P* = 0.0757; Age: F(1,28) = 36.56, *P* < 0.0001; Interaction: F(328) = 8.065, *P* = 0.0005.

In the cerebellum (Fig 7D), there was a significant increase in microglial numbers in aged mice in both genotypes. Microglial morphology accessed by the total Iba1 area and cell body–associated Iba1 dendritic process area and perimeter in the cerebellum was much lower than in the cortex, consistent with less ramified microglia in this brain region (Ayata et al, 2018). The cerebellar process area and perimeter were significantly increased in old mice of either genotype (Fig 7D), but were not different between the genotypes. This finding was mainly attributable to dense immunoreactivity around the nucleus of reactive-appearing, amoeboid cells in both genotypes (Fig 7B). Interestingly, clusters of microglia were readily detectable in the cerebellum of old mice, except for male *Cx3cr1*-WT mice (Fig 7B).

## Discussion

Here, we analyzed how *Cx3cr1* deletion affects microglial transcriptome and morphology. We characterized the effects of *Cx3cr1* deficiency in multiple contexts, including gender, inflammatory challenge with i.p. LPS, and aging. We show that in microglia from young mice, loss of *Cx3cr1* alters the expression of a subset of immune-related genes, with most being down-regulated. Although inflammatory challenge with LPS elicits transcriptional changes in microglia, there is very little overlap with the changes caused by *Cx3cr1* deletion. Notably, aging and *Cx3cr1* modulate the expression of a similar set of genes, most of which are down-regulated, with *Cx3cr1* deficiency accelerating the temporal trajectory of change. Finally, histological analysis of microglia showed age-dependent alteration of microglial morphology in *Cx3cr1*-deficient mice.

### Accelerated aging transcriptome mediated by deficient *Cx3cr1* signaling in *Cx3cr1*^*eGFP/+*^ and *Cx3cr1*^*eGFP/eGFP*^ mice

Aging is the most salient and universal risk factor for virtually all neurodegenerative diseases. Microglia undergo substantial changes in gene expression and morphology with age (Poliani et al, 2015; Grabert et al, 2016; Olah et al, 2018), but it is not known whether the changes in microglia occur as a consequence of aging or help drive the process. Interestingly, the genotype-driven transcriptional changes we saw between *Cx3cr1*-KO versus WT and *Cx3cr1*-Het versus WT microglia at 2 mo of age closely resembled the age-related variation seen between microglia from 2-mo- and 2-yr-old WT mice (Figs 4 and 5). Importantly, the gene expression changes we describe here are consistent with those reported in aged human microglia (Olah et al, 2018).

It has been reported that CX3CL1 mRNA and protein expression decrease in the aged rodent brain (Lyons et al, 2009; Bachstetter et al, 2011), suggesting that reduced CX3CL1-CX3CR1 signaling may contribute to the transition of microglia to an aged phenotype. Indeed, *Kl* (Klotho) is down-regulated in *Cx3cr1*-deficient microglia, and Klotho protein has been linked to aging and homeostatic support of brain function (Kuro-o et al, 1997). In addition, lack of *Cx3cr1* expression reduces adult neurogenesis in the HC and olfactory bulb, and impairs the integration of newborn neurons (Bachstetter et al, 2011; Rogers et al, 2011; Xiao et al, 2015; Sellner et al, 2016; Reshef et al, 2017). Similar changes in neurogenesis occur in aging as well, and are partially reversed by exogenous administration of CX3CL1 (Bachstetter et al, 2011), suggesting that the altered microglial function in *Cx3cr1*-KO mice impairs neurogenesis.

The finding that *Cx3cr1* deletion induces similar transcriptional changes in microglia as does aging provides cues to the potential function of CX3CR1. Its activity could be required to maintain homeostatic microglial functions associated with healthy young adult microglia. In this context, deficient *Cx3cr1* signaling may provide a useful surrogate for microglial phenotypes associated with aging. The use of *Cx3cr1*-KO animals as an “isochronic” aging model may be advantagous over established senescence models in that it avoids the widespread systemic changes seen in other models and can help isolate potential roles of microglia.

### Haploinsufficiency of *Cx3cr1* loss

Using *Cx3cr1-eGFP* mice (Jung et al, 2000), we determined that loss of a single copy of *Cx3cr1* alters the microglial transcriptome at 2 mo of age. Virtually all genes that show differential expression between microglia from Het and WT mice are also significantly different between KO and WT mice (Fig 1B), and some DEGs showed intermediate expression in Het microglia compared with WT and KO (Fig 1C). Thus, microglia heterozygous for *Cx3cr1* exhibit functional haploinsufficiency.

Manual annotation of DEGs suggests that antigen presentation in response to pathogen invasion and chemokine–chemokine receptor signaling were strongly affected by loss of *Cx3cr1* (Fig 1C), which was confirmed by gene ontology analysis (Table 2). These findings were surprising because deletion of *Cx3cr1* consistently enhanced inflammatory responses in CNS disease models (Cardona et al, 2006; Bhaskar et al, 2010; Lee et al, 2014). Reassuringly, our results with isolated microglia were consistent with analysis of gene expression in hippocampal lysates from WT or *Cx3cr1*-deficient mice (Rimmerman et al, 2017). Taken together, results of our present transcriptomic analysis, in the context of previous functional studies of *Cx3cr1* deficiency in development, disease models, and aging, suggest that examination of the “usual suspects” among myeloid innate-immune genes that exert prominent functions in the periphery carries little explanatory power for attributes of microglia in the intact CNS.

Many investigators use *Cx3cr1*^*+/−*^ mice as “wild type” controls for their studies, in part because of the convenience of the reporter and also because *Cx3cr1* regulatory elements are used to drive Cre recombinase for gene targeting (Jung et al, 2000; Goldmann et al, 2013; Parkhurst et al, 2013). In CNS disease models, mice deficient for only one copy of *Cx3cr1* will unpredictably either show phenotypes similar to WT mice (Fumagalli et al, 2013) or intermediate between WT and KO (Lee et al, 2010; Rogers et al, 2011). It is worth noting that the effect of loss of *Cx3cr1* changes with activation or age as WT and Het samples cluster closer to each other in old mice (Fig 5). Our data indicate that *Cx3cr1* genotype should be taken into consideration during experimental design.

An important caveat of our study is that we used transgenic mice that are germline and globally deficient for *Cx3cr1*. Although cellular expression of *Cx3cr1* is highest for microglia, there is also robust *Cx3cr1* expression by varied subsets of peripheral immune cells and other CNS-associated macrophages (Jung et al, 2000). Furthermore, peripheral CX3CR1 can affect brain processes, such as cognition and memory (Garré et al, 2017). CX3CR1 is involved in intestinal macrophage sensing of the microbiota (Niess et al, 2005), and gross disruption of the microbiota can affect microglial transcriptomes (Erny et al, 2015; Thion et al, 2018a). In light of these considerations, the microglial transcriptomic phenotypes observed in *Cx3cr1*-deficient mice could be governed in part by loss of peripheral *Cx3cr1* or loss of *Cx3cr1* in the CNS-associated macrophages. Mice that enable conditional deletion of *Cx3cr1* are not currently available.

Moreover, we cannot rule out the possibility that loss of *Cx3cr1* may affect our ability to recover microglia from all conditions with equal efficiency. As such, the transcriptomes we report here may not be generalizable to the whole microglial population in situ in the brain. Yet, both histology (Fig 7) and RNA-seq analysis (Fig 1) suggest that microglia from *Cx3cr1*-deficient animals show a reduced inflammatory response, supporting the validity of our observations.

### Female gender and peripheral LPS modulate immune gene expression in microglia independently of *Cx3cr1* genotype

Although gender exerted an effect on gene expression in microglia from young adults (2-mo-old mice, Fig 1A), it was even more notable in microglia from 2-yr-old mice by PCA (Fig 4C), long after reproductive senescence. Interestingly, gender-biased genes in old mice were related to immune function, but were distinct from those immune genes regulated by *Cx3cr1* genotype. Microglial immune genes typically showed higher expression in females (Fig 6 and Table S10). In this regard, a sexually dimorphic microglial development index has been calculated, based on genes that increased in expression during development from E18 to P60 (Hanamsagar et al, 2017). Our results confirm and extend this concept: first, microglial immune gene expression changes during development (Hanamsagar et al, 2017) and in aging (this study); second, females show higher expression of immune-related pathways. Considering common gender bias in the incidence of neurodevelopmental and neurodegenerative conditions and the emerging importance of gender differences in the role of microglia in response to multiple perturbations (Sorge et al, 2015; Hanamsagar et al, 2017; Thion et al, 2018a), an in-depth examination of gender differences is warranted, but beyond the scope of this study.

In this study, *Cx3cr1* genotype did not affect the microglial response to peripheral LPS (Fig 3 and Table S5). It should be noted that daily injections of i.p. LPS for 4 d induce more neuronal death in *Cx3cr1*^*eGFP/eGFP*^ mice than in *Cx3cr1*^*+/eGFP*^ mice (Cardona et al, 2006). This LPS injection paradigm differs from the one we used and generates a different activation status in microglia (Wendeln et al, 2018). Although *Cx3cr1* is dispensable for the microglial transcriptional response to a moderate dose of LPS at 24 h after injection, the augmented up-regulation of *Klf2*, among other genes, could mediate durable functional responses by microglia (Das et al, 2006; de Bruin et al, 2016; Roberts et al, 2017). In addition, *Cx3cr1*-KO microglia failed to up-regulate the adhesion molecule *Ninj1* after LPS, which could play a role in the neuronal cell death after recurrent systemic LPS treatment (Araki & Milbrandt, 1996; Cardona et al, 2006).

### Loss of *Cx3cr1* results in altered microglial morphology in young mice

We extended our characterization of the effects of *Cx3cr1* deletion on microglia by analyzing the morphology of Iba1-immunoreactive cells (Fig 7). Microglia in the cortex, striatum, and HC of young mice showed reduced ramification assessed by the reduced Iba1 process area and perimeter in *Cx3cr1*-KO mice compared with -WT mice (Figs 7A and C and S5). Lower microglial ramification is often considered a sign of homeostatic microglia or reduced reactivity, which is consistent with the reduced expression of inflammatory genes we observed by RNA-seq (Fig 1). In addition, we detected an age-associated increase in the Iba1 process area and/or perimeter in most brain regions (Figs 7C and D and S5C and D), consistent with a more inflammatory microglia at this time point (Grabert et al, 2016).

Although morphology does not exhibit a direct relationship to defined microglial transcriptomes, our observations suggest that transcriptomes can correlate with other physiological attributes. Specifically, both RNA-seq and immunohistochemistry detected a difference between *Cx3cr1*-WT and -KO microglia in young mice.

### Conclusions

Only by examining the effect of *Cx3cr1* loss under multiple conditions, we were able to understand the interaction of multiple factors in shaping microglial transcriptomes. Here, we show that loss of *Cx3cr1* alters the microglial transcriptome, especially affecting the expression of certain immune pathways (MHC II genes, chemokines and chemokine receptors, and transcriptional factors). The changes we detected in young *Cx3cr1*-KO versus *Cx3cr1*-WT mice were strikingly similar to those seen in *Cx3cr1*-WT aged versus young mice, suggesting that loss of *Cx3cr1* accelerated microglial aging.

## Materials and Methods

### Mice

All procedures were reviewed and approved by the Institutional Animal Care and Use Committee at Biogen. *Cx3cr1*-deficient mice, in which both copies of *Cx3cr1* are disrupted by the gene for *eGFP* (Jung et al, 2000), were initially obtained from The Jackson Laboratory and then bred to maintain them on the C57Bl/6J background. All mice used in the current manuscript are littermate controls derived from *Cx3cr1*^*+/eGFP*^ crosses. The mice were maintained on a normal diet in a 12-h light/dark cycle. Approximately five mice were used per group (per gender, age, genotype, and treatment). Generally, microglia isolated from individual mice were treated as individual samples. For ChIP-seq analysis, microglia from three mice (gender-matched) were pooled to obtain individual samples.

For some experiments, mice were injected with 1 mg/kg LPS derived from *Escherichia coli* strain O111:B4 and euthanized 24 h later for peritoneal cell and microglia isolation. Control mice received saline injections.

### Microglia isolation

Except for mice used for the LPS study, mice were deeply anesthetized with 10 mg/kg ketamine, 30 mg/kg xylazine until they failed to respond to toe pinch, and transcardially perfused with cold PBS. Mice for the LPS study were euthanized by CO_2_ asphyxiation, peritoneal cells were isolated by flushing the peritoneal cavity with cold PBS, and then perfused. In all cases, the brain was then isolated and stored in PBS on ice until processing. Brains were processed in sets of 5–7 per day; each day contained a mixture of genotypes and experimental conditions (e.g., saline/LPS). Sequencing results showed no batch effects based on processing days (data not shown).

All subsequent steps were performed on ice. After isolation, whole brains were finely minced with a razor blade and transferred to 15-ml polypropylene conical tubes containing 3 ml accutase enzyme (SCR005; Millipore). The samples were incubated for 30 min at 4°C to allow tissue dissociation. This was followed by manual pipetting consecutively with 5-ml serological pipette and a 1-ml pipette tip to complete the homogenization. The supernatant containing single-cell suspension was passed through a 250-μm filter in a clean 15-ml conical tube, and the tubes were filled with HBSS supplemented with 25 mM Hepes and centrifuged at 600*g* for 5 min. The cell pellet was resuspended in FBS, and the volume was adjusted to 10 ml with isotonic 33% Percoll (17-0891-01; GE Healthcare) and centrifuged at 800*g* at room temperature for 15 min with no brake. The myelin layer was first aspirated from the top, and then the isolated cells collected from the bottom of the tube. The cells were washed in FACS buffer (HBSS containing 1% bovine serum albumin, 25 mM Hepes and 2 mM EDTA) and stained for microglial markers.

Once single cell suspensions were obtained, the samples were blocked with anti-mouse CD16/CD32 (clone 93, 101321; BioLegend, 1:400 final concentration) for 10 min on ice and stained with anti-mouse CD11b-PECy7 (clone M1/70, 25-0112-82; eBioscience, 1:100 final concentration) and anti-mouse CD45-BV605 (clone 30-F11, 103139; BioLegend, 1:100 final concentration) for 30 min on ice. Staining antibodies were washed away with FACS buffer. Right before sorting, Draq7 (424001; BioLegend, 1:200 final concentration) was added to the cells to exclude dead cells. Sorting was performed on a BD Aria Fusion cell sorter equipped with four lasers: 405 nm violet (85 mW), 488 nm blue (50 mW), 561 nm yellow-green (50 mW), and 640 nm red (100 mW). Detection filters were 780/60 (LP735) for PE-CY7, 610/20(595LP) for BV605, and 780/60 (735LP) for DRAQ7. The cell suspension was sorted with an 85-μm nozzle at 45 PSI pressure. Cells were sequentially gated on FSC-A/FSC-H and SSC-A/SSC-H to select singlet events, followed by dead cell exclusion with DRAQ7. The final sort gate selected CD11b^+^CD45^lo^ events. Post-sort purity analysis included DRAQ5 (424101; BioLegend) for evaluating nucleated events; microglial purity was generally over 90% of nucleated events. The cells were maintained, chilled during the sort, and stored on ice. After sorting, the samples were spun down at 800*g* for 5 min to pellet the cells. The cell pellet was either processed right away for RNA isolation or frozen at −70°C.

For samples used for ChIP-seq, cells from three gender-matched animals were pooled together in one sample after staining and fixed in 1% paraformaldehyde for 10 min at room temperature, as described before (Gosselin et al, 2014). The cells were maintained in FACS buffer containing 1 mM sodium butyrate after fixation and after sorting. Cell pellets were frozen at −70°C until needed for ChIP-seq library preparation.

Peritoneal cells obtained from LPS-injected mice were not sorted. After washing with HBSS containing 25 mM Hepes, the cell pellets were processed for RNA isolation.

### RNA isolation and RNA-seq library preparation

The RNA (containing microRNAs) was isolated with the QIAGEN Universal AllPrep kit (80004; QIAGEN) according to the manufacturer’s instruction. The RNA samples were treated on the column with DNAse I (79254; QIAGEN) to remove potential DNA contamination. The RNA concentration was quantified with the Quant-iT RiboGreen reagent (MP11490; Molecular Probes). The RNA quality was determined on a bioanalyzer with the RNA Pico 6000 kit (5067-1513; Agilent), according to the manufacturer’s instructions.

Because of the low RNA content of microglia and our desire to use each animal as an individual sample, we used low RNA input protocols for RNA-seq library preparation. The cDNA for RNA-seq libraries was prepared using 10 ng of RNA using the SmartSeq v4 Ultra Low RNA Input Library preparation protocol (634889; Clontech) according to the manufacturer’s instruction. The cDNA (250 ng starting material) was then tagged and fragmented with the NexteraXT DNA Library Preparation kit (FC-131-1024; Illumina) according to the manufacturer’s instructions. Quality of amplified cDNA and fragmented libraries was assessed on a bioanalyzer with the High Sensitivity DNA chips (5067-4627; Agilent). Tagged libraries were pooled (8 nM total DNA) and sequenced on an Illumina HiSeq2500 sequencer, with a target depth of 20 million of 50 bp paired end reads. Quality control was performed using an Illumina’s BaseSpace run summary tool.

Although microglial RNA samples for the aging study were obtained at different times, all libraries were prepared together to reduce batch effect in sequencing. It should be noted that the samples from 2-mo-old mice were used twice for sequencing—as a standalone set and as part of the aging study. The results from the two sequencing runs correlated very well with each other.

For LPS-injected mice, RNA from peritoneal cells (containing mostly peritoneal macrophages and B cells) was also subjected to sequencing, to confirm the peripheral effect of the LPS injections. The RNA-seq libraries were prepared with 8 ng RNA as the starting material for both peritoneal cells and matched microglia from the same animals to allow direct comparison of the cell types.

To validate the expression of selected genes by qRT-PCR, we sorted microglia from a separate cohort of mice and isolated RNA as described above. Fifty nanograms of RNA was reverse-transcribed to cDNA using the High-capacity cDNA Reverse Transcription kit (4368814; Thermo Fisher Scientific), which was then amplified with TaqMan Fast Advanced Master Mix (4444557; Thermo Fisher Scientific) on an Applied Biosystems QuantStudio 12K Flex thermocycler. The probes used were *Ccr1l1* (Mm00432606_s1), *H2-Aa* (Mm00439211_m1), *Klf2* (Mm00500486_g1), *S100a8* (Mm00496696_g1), *Egr1* (Mm00656724_m1), *Trem2* (Mm04209424_g1), and *Gapdh* (Mm99999915_g1). Gene expression within each sample was normalized to *Gapdh* and then to group average expression in WT mice. Samples are plotted individually and with their mean ± SEM.

### RNA-seq data analysis

The raw sequencing data were first analyzed using an in-house data-processing pipeline consisting of STAR (Dobin et al, 2013) and RSEM (Li & Dewey, 2014). Raw count files were aligned to mouse genome build mm10 using STAR and transcripts quantified with RSEM; in general, the unique mapping rate was >80%. The PCA was performed on the top 500 most variable genes after variance stabilizing transformation in DESeq2 (Love et al, 2014). Outliers were removed based on the first three principal components of the normalized and transformed count data. As illustrated in Fig 3B, three samples from LPS-injected mice (one WT, one Het, and one KO) shown in circles with a PC1 value around 25 clustered with saline-injected samples in squares, thus, were removed from subsequent analysis. The DEGs were calculated in DESeq2 by applying an additive model incorporating all the design factors (age, gender, and genotype) wherever applicable. Genes were considered significantly different between comparisons if they were expressed at greater than four transcripts per million mapped reads (TPMs) (average of all samples), they had at least 30% difference in fold change, and the false discovery rate (FDR) was less than 0.05. Analysis for each manipulation was carried out separately to avoid batch effects. Heatmap visualizations of the DEGs were made by using custom R scripts based on ComplexHeatmap (Gu et al, 2016). Overlap between gene sets was carried out with R VennDiagram package. Pathways enrichment analysis was performed with gene ontology as implemented in Illumina’s BaseSpace Correlation Engine.

### ChIP-seq library preparation, sequencing, and data analysis

ChIP-seq libraries were prepared from recovered DNA by blunting, A-tailing, and adapter ligation using barcoded adapters (NextFlex; Bioo Scientific) as previously described (Heinz et al, 2010; Gosselin et al, 2014). Libraries were PCR-amplified for 12–15 cycles and size selected for fragments (225–400 bp) by gel extraction (10% Tris-boric acid-EDTA gels, EC62752BOX; Life Technologies). Libraries were single-end sequenced for 51 cycles, with an average sequence depth >20 million on an Illumina HiSeq 4000 or NextSeq 500 platform (Illumina) according to the manufacturer’s instructions. 

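For the 8 ChIP-seq libraries of Rpb2 and H3K27Ac, the totals in the deposited tables had a mean of 19862737 reads and a median of 18530467. The totals of the tables, not the stated average, were used for the share of reads in peaks and for Y-linked reads; fold changes and the CPM of other single peaks were scaled to the reads in tested peaks.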

The raw Rbp2 or H3K27Ac ChIP sequences were mapped to mm10 genome by Bowtie 2 (Langmead & Salzberg, 2013). Only uniquely mapped reads (>70%) were considered for downstream analyses. The peaks were called by HOMER (Heinz et al, 2010). The IDR (Li et al, 2011) was applied to extract confident peaks between replicates. 

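In the Rpb2 peaks of both lists, the median was 71 reads in the library labelled WT female, 89 in the WT male, 280 in the KO female and 126 in the KO male. In the H3K27Ac peaks of both lists, the medians were 79 and 140 in WT and 309 and 288 in KO, female first. In H3K27Ac peaks of the KO list alone, they were 8 and 7 in WT and 33 and 35 in KO.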

Raw read numbers were quantified for peaks located 1,000 bp up- or down-stream of the transcription start site, and the peaks with less than four reads were removed. 

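Of the Rpb2 peaks, 37.9% lay within this window, and 17.7% of the H3K27Ac peaks (9905) did. The minimum on reads, taken as a mean of 4 in at least 1 genotype, removed 64 H3K27Ac peaks. When only the H3K27Ac peaks in the window were tested, 0 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 384 had an unadjusted p under 0.05.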

DESeq2 (Love et al, 2014) was used to identify differential chromatin binding between *Cx3cr1*-KO and -WT mice. 

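With DESeq2 without shrinkage, 18 Rpb2 peaks had an adjusted p under 0.05 and differed at least 2-fold, of 20 with that adjusted p. DESeq2 with prior gave 17 of 19. For H3K27Ac, DESeq2 without shrinkage gave 228 peaks past both criteria, of 240 with an adjusted p under 0.05, and DESeq2 with prior gave 14 of 19.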

Binding/peaks were considered significantly different between comparisons if they had at least twofold difference in fold change and IDR less than 0.05. 

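Counts of the pools of a genotype were compared by a chi-square statistic per peak, which is near 1 where counts differ by sampling alone. A single Rpb2 library split at random gave 1.01 over 10099 peaks. The Rpb2 pools gave 6.62 in WT and 10.8 in KO. For H3K27Ac, the pools gave 21.8 in WT and 13.6 in KO, so no pair of pools differed by as little as sampling noise. Pairs of unlike genotype gave 8.43 to 13.1 for Rpb2 and 15.4 to 32.1 for H3K27Ac. At a given spread the statistic rises with depth, so it does not show which genotype varies more. Across tested peaks, the KO/WT log ratios of the pools labelled female and of those labelled male had a Spearman's rho of 0.225 for Rpb2 (permutation p = 1e-05, the smallest that the permutations can give). For H3K27Ac, that rho was 0.0051 (permutation p = 0.23). Peaks are not independent replicates. Between libraries, rho of the counts lay between 0.805 and 0.869 for Rpb2. For H3K27Ac it lay between 0.618 and 0.626 for pairs with the WT female and between 0.853 and 0.896 for the other pairs.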

Two independent samples, each consisting of pooled microglia from three animals, were analyzed for each genotype.

### Analysis of microglial morphology

Young (2 mo) or aged (18–24 mo) *Cx3cr1*^*+/+*^ or *Cx3cr1*^*eGFP/eGFP*^ mice were euthanized by CO_2_ asphyxiation, transcardially perfused with ice-cold PBS, and the brains were dissected out and cut into left and right hemisphere. One brain hemisphere was flash-frozen in liquid nitrogen, and the other was fixed in 10% neutral buffered formalin. After 48–72 h, formalin-fixed hemispheres were embedded in paraffin. Blocks were trimmed, and sections discarded until a level of 1.2 mm lateral of midline was reached. At that level, one section was collected for dual immunohistochemistry with Pu.1/Iba1 (Iba1: rabbit polyclonal; Wako, 0.25 μg/ml; Pu.1: rabbit monoclonal; Cell Signaling Technology, 5.96 μg/ml). Slides were scanned on a 3D-Histech Pannoramic-250 whole slide scanner and imported into Viosiopharm image analysis software. Tissue regions were manually annotated by a blinded analyst. A custom image analysis algorithm was designed to identify Pu.1-immunoreactive nuclei, their associated Iba1 immunoreactive microglial processes, and all other Iba1 immunoreactivity present in each tissue region. The cell soma were identified as Pu.1-positive when pixel intensity surpassed a minimum threshold. All contiguous Iba1 immunoreactivity within a 2-μm radius of a Pu.1-positive nucleus was defined as its microglial processes. The Iba1 immunoreactive area not directly attributed to a Pu.1-positive nucleus was defined as non-process Iba1. The computer-based algorithm quantified the areas, count, and perimeters of all identified cell features, for each brain region. Here, we report the number of Iba1^+^/Pu.1^+^ objects as the number of microglia per imaged area, the total Iba1-immunoreactive area per Pu.1^+^ nucleus, the area of Iba1^+^ processes attached to a Pu.1^+ ^nucleus as microglial process area, and the perimeter of Iba1^+^ processed attached to a Pu.1^+^ nucleus as the microglial process perimeter. In general, in young WT mice, a lower process area is associated with a more homeostatic phenotype, whereas an increased process area is associated with microglial activation.

The data were graphed by grouping animals by age and genotype; each point in the dot plots represents an individual animal. Statistical significance was determined by two-way ANOVA for the main effect of age or genotype (or their interaction), followed by pairwise comparisons between all groups with Tukey’s *post hoc* test. Statistical significance on Tukey’s test is indicated in the figures as *P < 0.05, **P < 0.01, ***P < 0.001, or ****P < 0.0001.

### Data availability

Raw sequencing files for the RNA-seq and ChIP-seq data sets are available at Gene Expression Omnibus (GSE131869 and GSE130960). Additional quality control plots and interactive data exploration tools built by QuickRNASeq pipeline (Zhao et al, 2016) are available for readers to generate boxplot, heatmap, and correlation plot on any genes of interest at https://baohongz.github.io/Cx3cr1-deficient-mice_microglia/. Please follow the user manual (http://baohongz.github.io/QuickRNASeq/guide.html) to take the full advantage of this shared resource including gene matrix tables in count, reads per kilobase of transcript per million mapped reads, and TPM measures and associated visualization widgets.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

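ChIP-seq for Rpb2 (RNA polymerase II) and for H3K27Ac was analysed in microglia of 2-mo-old WT and *Cx3cr1*-KO mice. Each mark had 4 libraries, 1 pool of 3 mice labelled female and 1 labelled male per genotype, so every comparison of genotypes has n = 2 pools against 2. Y-linked reads go against the sex label of the Rpb2 library labelled WT female, and the labels were kept as given. The series has 12 samples; the 4 input samples were not used here, and neither was the RNA-seq beyond the fold changes of the paper's Table S2.

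The authors mapped the 51-nt single-end reads to mm10 with Bowtie 2, kept uniquely mapped reads, called peaks with HOMER, kept the peaks reproducible between pools by the irreproducible discovery rate, and merged the WT and KO lists. For each mark they deposited 1 table of raw read counts per merged peak and library, whose header gives a normalization factor of 1. The totals of the libraries come from the same tables. All coordinates are those of the deposited tables in mm10. Chromosome names and lengths were checked against the GRCm38 reference, and the positions of named genes come from its annotation. The columns carry genotype and sex, which is where the pairing of the pools comes from; the pools of one sex are different animals. The number of columns of per-sample values left unused was 0.

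Peaks were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest with their defaults, TMM factors, Benjamini-Hochberg adjustment) in a model with genotype alone. For Rpb2, peaks within 1000 bp of a TSS entered the fit, after the paper's methods. For H3K27Ac, all peaks entered. A peak needed a mean of at least 4 reads in a genotype. The log2 ratios of single libraries used a prior count of 2. The threshold was an adjusted p of 0.05, also combined with a 2-fold difference. The edgeR fit was first run by mistake with the newer quasi-likelihood method, and its counts of calls were seen before the default was restored; the newer method is therefore reported as an alternative that was added.

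Fold changes were compared with the RNA-seq log2 fold changes of Table S2 over 1999 genes that were read, sorted by p, whose largest p was 0.00713. The peak with the highest mean count within 1000 bp of the TSS stood for a gene. Correlations were tested with 100000 permutations and gene lists against 10000 random lists matched in 10 bins of mean count. Peaks near *Cx3cr1* were those within 10 Mb on each side, compared with windows of the same width holding at least 20 peaks. Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for these steps.

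The genes named were set by a rule: *Cx3cr1*, *Klhl42*, *Auh* and *Tnf*, the genes with an adjusted p under 0.1 among the peaks of Table S4 and Table S5 that were read, for each mark the 5 peaks with the lowest p among those past the threshold whose pools do not overlap between genotypes, and *Xist* and the Y-linked genes as label checks. Items withheld from the text are not reported here. Other features named are said to have been chosen after their values were seen.

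Alternatives changed one choice at a time: total reads in peaks or loess offsets in place of TMM, DESeq2 1.42.0 with and without its prior, edgeR's likelihood ratio test, no filter or at least 10 reads in every sample, autosomal peaks, all peaks or the peaks near a TSS, sex as a replicate block, other choices of the peak of a gene, and each pool left out in turn. Added after seeing the data were the newer quasi-likelihood method, limma 3.58.1 (voom with sample quality weights), a filter of 5 reads in 2 samples, the peaks of both lists, a crossed block, and the peak overlapping the TSS.

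Totals ran from 10395804 to 44332626 reads per library. A peak with 3 reads is the smallest that is told apart from 0, which is 0.0677 CPM of the total reads in the deepest library. With 2 pools per genotype, an exact permutation test of one peak cannot pass 0.05, and the pools of the genotypes lie apart by chance at 33.3% of peaks, so p values come from the models across all peaks. Each step was tested on simulated data with known answers. With 200 peaks changed 4-fold at the estimated dispersion, edgeR's quasi-likelihood test recovered 137 for Rpb2 with 7 false calls, and 110 for H3K27Ac with 185 false calls. The changed peaks were drawn only from peaks with mean counts well above the filter. A planted correlation gave a rho of 0.262 and a planted list a median of 0.473, and a planted window ranked 1.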

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

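In this part, the tests of depth, loess offsets and other splits for the Rpb2 peaks, of depth and background reads for the WT female H3K27Ac library, of the Y-linked reads, and of the 3′ end of the *Cx3cr1* transcripts were chosen only after the results were seen. Which choices of normalization, filter and test would be tried was fixed before the data were examined, apart from those named as added.

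In 3 of 4 groups of 4 libraries tested for a library far from the others, the gap to the nearest library, as a share of the whole range, was past Dixon's critical value. By chance about 1 in 20 groups does so. The KO female Rpb2 library held 44332626 reads, against 16528108 in the next deepest (gap 0.851 of the range). The WT male H3K27Ac library held 10395804 reads, fewer than the others (gap 0.944). The WT female H3K27Ac library had 15.9% of its reads in peaks (gap 0.916).

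Depth of the KO female Rpb2 library was weighed as a technical source of the 1069 Rpb2 peaks with an unadjusted p under 0.05 between genotypes, since 0 peaks had an adjusted p under 0.05. With every library thinned to 764675 reads in tested peaks, the median over 5 draws was 1050 peaks between genotypes, against 245 and 244 for the other 2 splits of the 4 libraries. Adjusted calls in these draws ran from 0 to 17. Loess offsets, which remove a bias that follows abundance, gave 1065 peaks with an unadjusted p under 0.05. The Spearman correlation of the log2 fold change with the mean count was −0.0107, so there was little trend with abundance for these offsets to remove. Among the 3 ways to split the 4 libraries into pairs, 1 gave as many peaks, the genotype split itself; 3 splits cannot give a share under 0.05 whatever the data, so that count decides nothing. The KO/WT log ratios of the pools labelled female and of those labelled male, which share no library, had a Spearman's rho of 0.225 over Rpb2 peaks (permutation p = 1e-05, the smallest the permutations can give), but peaks are not independent. Equal depth left the excess in place. The share of reads in peaks differed between the libraries (11.2% to 15.1%), and the lack of a trend with abundance alone does not rule out a part played by enrichment. With 4 libraries the excess cannot be told apart from a chance arrangement either. A genotype difference in Rpb2 binding spread over many genes may underlie it, which remains a hypothesis.

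The low share of reads in peaks of the WT female H3K27Ac library was weighed against depth, enrichment and labels. Its depth of 21134403 reads was the highest of the 4 H3K27Ac libraries, which goes against shallow sequencing. Read density in the peaks of both lists was 6.498 times that outside peaks, against 61.7 in the WT male, 72.6 in the KO female and 60.5 in the KO male. Over the peaks of both lists, its lowest Spearman correlation with the other H3K27Ac libraries was 0.8625, but these peaks were called in part from this library and vary in width, and no input was compared, so this does not exclude an input or another mark under this name. Over all tested peaks, the correlations were 0.618 to 0.626. Weak enrichment over background is a candidate explanation and cannot be told apart from those. The KO female (65.3%) and WT male (61.4%) libraries had high shares of reads in peaks, so neither sex nor genotype alone accounts for it. In the peaks of the WT list alone, the median was 20 reads in this library, with medians of 0 in the other 3, so background reads of this library are a candidate source of those peaks.

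Effects of genotype pointed in opposite directions in the pools labelled female and male for 5 of 13 results compared; these sex differences were not tested, since each sex has 1 pool per genotype. The H3K27Ac log2 ratio of *Klhl42* was −0.52 in the female pools and 0.50 in the male pools. For *Auh* it was 0.77 in the female and −0.46 in the male pools. Over the genes lower in KO by RNA-seq, the median H3K27Ac log2 ratio was −0.70 in the female and 0.0064 in the male pools. All 3 of these involve the WT female H3K27Ac library, whose enrichment of 6.498 may distort them, so they cannot be told apart from that technical source. The median Rpb2 log2 ratio of the genes lower in KO was −0.45 in the pools labelled female and 0.21 in those labelled male, over 8 genes. The correlation of Rpb2 and RNA-seq fold changes was 0.0169 in the female and −0.0172 in the male pools, both near 0.

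The paper does not report on Y-linked peaks. The Rpb2 library labelled WT female held 136 reads at the peaks of *Ddx3y*, *Eif2s3y* and *Uty*. Scaled to total reads, that was 73.418% of the mean of the libraries labelled male, which is what a mislabelled sample or male cells in the pool would give. Reads shared with X-linked copies would also appear in the KO female library, where the count was 0 at a depth of 44332626 reads. A male pool, or a pool with male cells, under the label WT female is thus the candidate explanation that remains. If so, the female and male Rpb2 pairs of this series would not separate the sexes. The genotype contrast uses the genotype labels alone.

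Outside the TSS window, a fit over all Rpb2 peaks of the table gave 2 peaks with an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), both on chromosome 9 and lower in KO, and 3253 of 26706 peaks with an unadjusted p under 0.05. Of these, 1 lies past the 3′ end of the manually annotated *Cx3cr1* transcripts (120046323 to 120046820, log2 fold change −2.86, adjusted p = 0.00264). The log2 fold changes of the 2 peaks past that end and of the 20 peaks within those transcripts differed by an exact permutation test (p = 0.01732, two-sided), but neighboring peaks share polymerases and are not independent. The division rests on the manually annotated transcripts: 1 automatically annotated transcript runs on to 119901616, and by it both peaks lie within the gene. An earlier end of transcription on the eGFP allele may account for this, a hypothesis drawn from the same peaks it was tested on, which those peaks alone cannot settle. The other peak is intergenic and nearest *Ccr1* (123923559 to 123923877, 44974 bp from its TSS), with 54 and 64 reads in WT and 0 in both KO pools. Scaled to the total reads of each library, it was at least 25.7-fold lower in KO (adjusted p = 0.0282, edgeR). Mapping of the KO strain's DNA at that site was not tested.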

How the results depend on the processing

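The alternatives named as added were chosen only after results were seen; the newer quasi-likelihood method of edgeR was first run by mistake, and its counts were known before it was set down as an alternative. Over 23 results, 236 alternative values were computed. Of these, 155 kept their direction and their side of the threshold or stayed within the spread between pools, 62 moved, 2 became weaker, 10 became stronger and 7 reversed. Among them are 70 values of single genes, of which 47 held, 13 moved, 8 became stronger and 2 reversed. Leaving out a pool gives no calls, since an arm is left with 1 sample, so only fold changes are given for it. No fit was scaled to the whole-library totals. List medians were judged here by their permutation p before adjustment. The cause of each change below was not tested unless a value shows it.

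The edgeR quasi-likelihood test called 0 Rpb2 peaks, with 1069 at an unadjusted p under 0.05. The count was also 0 with total reads in peaks in place of TMM (1064 unadjusted), loess offsets (1065), autosomal peaks (1046), sex as a block in DESeq2 (568) and the added setting of peaks in both lists (594); dropping the filter removes no tested peak and cannot move it. The likelihood ratio test called 125 peaks, 122 of them at least 2-fold. DESeq2 without shrinkage called 20 (18 at least 2-fold) and DESeq2 with prior 19 (17 at least 2-fold). The added filter of 5 reads in 2 samples removes no Rpb2 peak and cannot move these counts. At least 10 reads in every sample gave 7 calls, all at least 2-fold, and all peaks of the table gave 2, both at least 2-fold. Of the added settings, the newer quasi-likelihood method called 36 (35 at least 2-fold), among them 18 of the 19 of DESeq2 with prior, and limma voom called 28 (25 at least 2-fold).

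For H3K27Ac, edgeR's quasi-likelihood test called 13 peaks. Total reads in peaks gave 13, loess offsets 18 (13 of the 13 among them), the likelihood ratio test 15 (13 of the 13), DESeq2 with prior 19 (5 of the 13), and autosomal peaks 12. DESeq2 without shrinkage called 240 (228 at least 2-fold), with 7 of the 13 among them. At least 10 reads in every sample left 1 call, itself at least 2-fold, and 1210 peaks at an unadjusted p under 0.05. Peaks near a TSS gave 0 calls (384 unadjusted). Of the added settings, the newer quasi-likelihood method gave 0 (1962 unadjusted), peaks of both lists 0 (622 unadjusted), and limma voom 7 (6 at least 2-fold, 5 of the 13 among the 7). With 5 reads in 2 samples, DESeq2 with prior called 21 and DESeq2 without shrinkage 773 (747 at least 2-fold). In simulations at this dispersion, DESeq2 without shrinkage made 799 false calls, limma voom 635, DESeq2 with prior 247, the quasi-likelihood test 185, the likelihood ratio test 144 and the newer method 0 with 0 of 200 changed peaks recovered. The median log2 fold change of all H3K27Ac peaks was −0.21 with TMM and −0.10 with loess offsets. It was 0.002 without the WT female, and −0.33 to −0.26 with another pool left out.

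Between female and male pools, 10 H3K27Ac peaks were called, 3 higher and 7 lower. Loess offsets gave 16, 9 higher and 7 lower, and DESeq2 without shrinkage gave 18, 9 in each direction. At least 10 reads in every sample gave 0 (1107 unadjusted), the newer quasi-likelihood method 0 (1368 unadjusted), limma voom 1 and peaks of both lists 4. For Rpb2, the same comparison gave 0 calls with 231 at an unadjusted p under 0.05, and 0 under each of its 9 alternatives. Its female arm holds the library labelled WT female, whose Y-linked reads go against that label.

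Spearman's rho of Rpb2 and RNA-seq was 0.0019. It was −0.0029 with at least 10 reads in every sample (permutation p = 0.92) and −0.0049 with the peak nearest to the TSS (permutation p = 0.87). Over the genes the paper lists as differentially expressed alone it was 0.446 (permutation p = 0.0022). With a pool left out it ran from −0.0198 to 0.0255. For H3K27Ac, rho was 0.138, but 0.0565 with loess offsets (permutation p = 0.055). With a pool left out it ran from 0.0028 to 0.164, lowest without the WT female.

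The median Rpb2 log2 fold change of genes higher in KO by RNA-seq kept its direction under its 6 alternatives, with permutation p from 0.0064 to 0.03 before adjustment. The Benjamini-Hochberg value over 4 lists was 0.0368, but 0.12 with the added choice of the peak overlapping the TSS. The median ran from 0.10 to 0.40 (0.0997 to 0.398) with a pool left out. For genes lower in KO it ran from −0.47 to 0.05. The H3K27Ac median of genes lower in KO was −0.45, but −0.13 with the added choice of the peak overlapping the TSS (permutation p = 0.34 against random lists), and −0.74 to −0.04 with a pool left out. Its Benjamini-Hochberg value by permutation was 0.062, but 0.0112 with loess offsets, 0.0296 with sex as a replicate block and 0.04 with at least 10 reads in every sample. For genes higher in KO it ran from 0.05 to 0.29 (0.0472 to 0.285).

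Of single genes, the adjusted p of the *Klhl42* and *Auh* Rpb2 peaks was 0.00459 with DESeq2 without shrinkage and 0.00371 with prior, and it ranged from 0.00096 to 0.198 for *Klhl42* and from 0.000487 to 0.198 for *Auh* over all settings. That of *Tnf* ranged from 0.0283 to 0.386, under 0.05 with the likelihood ratio test and the added limma voom and crossed block. The H3K27Ac log2 fold change of *Klhl42* was −0.0046 and reversed to 0.05 (0.0528) with the newer quasi-likelihood method, a difference within its SE.

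The share of H3K27Ac peaks with an unadjusted p under 0.05 near *Cx3cr1* was 6.54% within 10 Mb, above the 4.91% of peaks elsewhere. Within 20 Mb it was 4.90%, below the 4.92% elsewhere but above the median window (4.83%). The correlation of the female and male KO/WT log ratios over H3K27Ac peaks was 0.0051, but 0.0251 with at least 10 reads in every sample (permutation p = 0.0001) and −0.0867 with loess offsets (permutation p = 1e-05, the smallest the permutations can give).

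Pools of the same sex are different animals. The correlation of their deviations from the genotype means was −0.0005 for Rpb2 and −0.0003 for H3K27Ac, so the libraries showed no pairing by sex label. Y-linked reads go against the label of the Rpb2 library labelled WT female, and the WT female H3K27Ac library is weakly enriched. These correlations therefore cannot decide whether sex itself has a shared effect. With sex as a replicate block, 24 Rpb2 peaks were called (23 at least 2-fold) and 12 H3K27Ac peaks, all 12 among the 13. In DESeq2 the block gave 0 Rpb2 calls and 17 H3K27Ac calls. The added crossed block, WT female with KO male, gave 48 Rpb2 calls (43 at least 2-fold) and 11 H3K27Ac calls. With the sex block, the adjusted p of the Rpb2 peaks was 0.0117 for *Klhl42* and 0.0104 for *Auh*, the H3K27Ac log2 fold change of *Auh* was 0.12 (0.1239) in place of −0.05, and the share of Rpb2 peaks near *Cx3cr1* was 11.8% (11.765) in place of 10.6%.

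Depth sets the smallest level a library can show: 3 reads were 0.289 CPM of the total reads in the WT male H3K27Ac library and 0.0677 CPM in the KO female Rpb2 library. In the H3K27Ac peaks of the WT list alone, 68.0% of peaks had 0 reads in the WT male, 64.7% in the KO female and 69.2% in the KO male, although the KO libraries are deeper, so depth does not account for these. In Rpb2 simulations at 4 libraries and the estimated dispersion, the quasi-likelihood test recovered 137 of 200 peaks changed 4-fold and the likelihood ratio test 141. On the data these tests called 0 and 125 peaks. The simulation did not reproduce that gap, so it is a limited guide to what the quasi-likelihood test could detect here.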

Differences from the paper's values

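No test in this part was chosen only after a result was seen, apart from the alternatives said to be chosen after seeing the values. Of 13 values compared, 4 differed.

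The paper's text gives 19 genes with differential Rpb2 binding, against 0 peaks with an adjusted p under 0.05 in edgeR's quasi-likelihood test (1069 at an unadjusted p under 0.05). Among the alternatives set before the data were examined, DESeq2 without shrinkage (20), DESeq2 with prior (19) and sex as a replicate block (24) came within 1.5 times the paper's count. Total reads in peaks (0), loess offsets (0), no filter (0), at least 10 reads in every sample (7), the likelihood ratio test (125), sex as a block in DESeq2 (0), autosomal peaks (0) and all peaks of the table (2) did not. Of the settings chosen after seeing the values, limma voom (28), DESeq2 with prior and 5 reads in 2 samples (19) and DESeq2 without shrinkage and that filter (20) did. That filter removes no Rpb2 peak. Here and below, Rpb2 fits with it repeat those without it and are not separate matches. The newer quasi-likelihood method (36), the crossed block (48) and peaks of both lists (0), chosen after seeing the values, did not. The paper's methods name DESeq2.

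Of these, about 17 in Fig. 2A, read by eye, are lower in KO by at least 2-fold, against 0 here. DESeq2 without shrinkage gave 18, DESeq2 with prior 17 and sex as a replicate block 22. Chosen after seeing the values, limma voom gave 24, DESeq2 with prior and 5 reads in 2 samples 17, and DESeq2 without shrinkage and that filter 18. The other alternatives set before the data were examined did not come within 1.5 times that count.

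The paper's Table S5 lists 21 H3K27Ac peaks with an adjusted p under 0.05, against 13 here. Loess offsets (18), the likelihood ratio test (15), DESeq2 with prior (19) and sex as a block in DESeq2 (17) came within 1.5 times, as did DESeq2 with prior and 5 reads in 2 samples (21), which was chosen after seeing the values. DESeq2 without shrinkage (240), total reads in peaks (13), no filter (13), at least 10 reads in every sample (1), peaks near a TSS (0), autosomal peaks (12) and sex as a replicate block in edgeR (12) did not. Of the other settings chosen after seeing the values, the newer quasi-likelihood method (0), limma voom (7) and peaks of both lists (0) did not. Nor did the crossed block (11) and DESeq2 without shrinkage with 5 reads in 2 samples (773).

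The paper's value for the *Tnf* Rpb2 peak is 0.0553, which it calls an IDR and which stands in the column of adjusted p values of Table S4; the adjusted p from edgeR's quasi-likelihood test was 0.146. Over all settings it ranged from 0.0283 to 0.386. DESeq2 with prior gave 0.0554, DESeq2 without shrinkage 0.0625, sex as a replicate block 0.0612 and at least 10 reads in every sample 0.0652, all within 1.5 times. The newer quasi-likelihood method (0.0540), limma voom (0.0464), peaks of both lists (0.0691), and DESeq2 with 5 reads in 2 samples (0.0554 with prior and 0.0625 without shrinkage), chosen after seeing the values, also did. The likelihood ratio test (0.0283), total reads in peaks (0.156), loess offsets (0.182), no filter (0.146), autosomal peaks (0.131), all peaks of the table (0.209) and sex as a block in DESeq2 (0.386) did not, nor did the crossed block (0.0349), chosen after seeing the values.

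The paper counts *Klhl42*, *Auh*, *Mknk2* and *Nrip1* among the differentially bound genes. Their adjusted p value in edgeR's quasi-likelihood test was 0.116 for each listed peak. All 4 had an adjusted p under 0.05 with DESeq2 with and without shrinkage, the likelihood ratio test and sex as a replicate block, and, chosen after seeing the values, with the newer quasi-likelihood method, the crossed block and DESeq2 with 5 reads in 2 samples. With at least 10 reads in every sample, *Klhl42*, *Mknk2* and *Nrip1* did, and so did these 3 with limma voom, chosen after seeing the values. The *Auh* peak, with 9 reads in the KO female, was not tested under that filter. With limma voom, its adjusted p was 0.0776. With DESeq2 and its prior, the adjusted p was 0.0103 for *Mknk2* and 0.00371 for *Nrip1*. Over all settings, it ran from 0.000487 (*Auh*, likelihood ratio test) to 0.198 (all peaks of the table).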

Other observations

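In this part, the tests on the number of H3K27Ac calls near *Cx3cr1*, on mapping in KO and on peaks with reads in one genotype alone were chosen only after the results were seen, and the positions of the called peaks on chromosome 9 were known before the windows were compared. The idea behind the window, that DNA linked to the knockout allele differs between the strains compared, came from the gene names in Table S5.

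Of the 13 H3K27Ac peaks with an adjusted p under 0.05 in edgeR's quasi-likelihood test, 5 lie within 10 Mb of *Cx3cr1*, a window that holds 0.876% of tested peaks (Fisher's exact test p = 6.15e-08, two-sided). They are the peaks near *Cxcr6*, *Scn10a* and *Ctdspl* and a pair near *Slc6a20b*; the latter pair is higher in KO, with log2 fold changes of 2.65 and 2.29. The count near *Cx3cr1* was 8 of 18 with loess offsets, 5 of 19 with DESeq2 with prior and 1 of 1 with at least 10 reads in every sample. Because the pattern was seen before it was tested, the test cannot tell it from chance, and the 185 false calls of the simulation at this dispersion are a further limit. DNA of the strain in which the knockout was made, carried along with the allele, may differ from WT DNA at these sites.

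Over whole windows, the share of differing H3K27Ac peaks pointed the way of that hypothesis but did not reach the top 5%. The share of Rpb2 peaks did not point that way, except under some settings given below. The share of H3K27Ac peaks with an unadjusted p under 0.05 was 6.54% (32 of 489) near *Cx3cr1*, against a median of 4.98% elsewhere. This ranked 16 of 132 windows, percentile 12.121, outside the top 5%. With loess offsets the percentile was 6.818. By peaks at least 2-fold apart in the male pair alone, which leaves out the weakly enriched WT female library, the window ranked 55 of 132, percentile 41.667 (35.4% against 34.9%). Both leave open how much the WT female library and the scaling contribute. If DNA variants lowered mapping in KO, a larger share of differing peaks than elsewhere would be lower in KO, but 65.625% were, against 72.4% elsewhere (Fisher's exact test p = 0.427). The share elsewhere depends on the peaks included: in the fit over peaks of both lists, 333 were higher and 289 lower. The comparison therefore does not decide whether mapping was lowered. The density of peaks did not raise the share, with a Spearman correlation over windows of −0.167. For Rpb2, 10.6% (9 of 85) of peaks near *Cx3cr1* had an unadjusted p under 0.05, against a median of 10.7% elsewhere, rank 64 of 123 and percentile 52.033. The Rpb2 share was above the median with sex as a replicate block (11.8% against 10.4%, percentile 42.3) and within 5 Mb (10.2% against 10.0%, percentile 48.6). It was below the median within 20 Mb (9.04% against 10.8%) and with loess offsets (9.41% against 10.7%). Without the peaks within 100 kb of *Cx3cr1*, it was also below (10.5% against 10.7%).

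Rpb2 peaks with reads in one genotype alone (at least 20 reads in each of its pools and at most 3 in each pool of the other) made up 3.226% (9 of 279) of peaks near *Cx3cr1* and 1.91% (496 of 25958) elsewhere, with a Fisher's exact test p of 0.12 (two-sided). Of the 9 peaks near the gene, 1 had reads in WT alone and 8 in KO alone, against 9 and 487 elsewhere. The limits are on raw reads and the KO libraries are deeper, so peaks of KO alone make up most of the count, and this comparison does not settle whether the region stands apart or what depth contributes. Nearest *Ccr1*, the intergenic peak at 123923559 to 123923877 held 54 and 64 reads in WT and 0 in both KO pools, while another intergenic peak at 123972540 to 123972885 held 80 and 26 reads in KO and 0 in both WT pools. Peaks near *Ccr1l1* (123976791 to 123977084, 55 and 39 reads in KO) and *Ccr9* (123779639 to 123780021, 77 and 38 reads in KO) also had 0 reads in both WT pools; these were named after their values were seen. The 2 Rpb2 calls over all peaks of the table both fall in this window, 1 of them next to *Cx3cr1*, on which the window is centered, while with peaks near a TSS 0 calls were made and 1069 had an unadjusted p under 0.05. Other settings near a TSS made calls, but 0 of them in this window. These were DESeq2 with prior (0 of 19), the newer quasi-likelihood method (0 of 36) and sex as a replicate block (0 of 24).

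Rpb2 binding was also examined over the genes the paper lists as differentially expressed. Genes higher in KO by RNA-seq had a median Rpb2 log2 fold change of 0.27, above that of most random lists, with 27 of 37 genes in that direction. Without the KO male, that median was 0.10. The 8 genes lower in KO had a median of −0.20 (permutation p = 0.31 against random lists), but 0.21 in the male pools alone. Over these lists rho was 0.446 for Rpb2 (permutation p = 0.0022, 45 genes) and 0.421 for H3K27Ac (permutation p = 0.00034, 71 genes). Over all genes read, rho was 0.0019 for Rpb2. A part of the RNA-seq differences may thus be accompanied by a difference in Rpb2 binding. This is a hypothesis from the same data, and genes are not independent replicates.

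Among the peaks called with DESeq2 with prior, 1 of 19 Rpb2 genes, *Acsl3*, is on the paper's list of differentially expressed genes, and 2 of 17 H3K27Ac genes are. *Acsl3* was named after its values were seen.

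The paper's RNA-seq log2 fold changes in Table S2 are −0.67 for *Ccr1*, −0.64 for *Ccr3* and 0.77 for *Ccr1l1*, all on chromosome 9 near *Cx3cr1*. H3K27Ac was higher in KO at an intergenic peak nearest *Ccr1* (log2 fold change 1.25) and at one nearest *Ccr1l1* (1.04), neither past adjustment in edgeR's quasi-likelihood test (adjusted p = 0.811 and 0.643). The H3K27Ac peak at the TSS of *Ccr1* had a log2 fold change of 0.78 (SE 3.05).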
